# Different Pathways Mediate Amphotericin-Lactoferrin Drug Synergy in *Cryptococcus* and *Saccharomyces*

**DOI:** 10.3389/fmicb.2019.02195

**Published:** 2019-10-01

**Authors:** Yu-Wen Lai, Chi Nam Ignatius Pang, Leona T. Campbell, Sharon C. A. Chen, Marc R. Wilkins, Dee A. Carter

**Keywords:** drug synergy, RNA-Seq, *Cryptococcus neoformans*, lactoferrin, amphotericin B, cellular stress response, *Saccharomyces*

## Abstract

Fungal infections are an increasing cause of morbidity and mortality. Current antifungal drugs are limited in spectrum, few new drugs are in development, and resistance is an increasing issue. Drug synergy can enhance available drugs and extend their lifetime, however, few synergistic combinations are in clinical use and mechanistic data on how combinations work is lacking. The multifunctional glycoprotein lactoferrin (LF) acts synergistically with amphotericin B (AMB) in a range of fungal species. Whole LF binds and sequesters iron, and LF can also be digested enzymatically to produce cationic peptides with distinct antimicrobial functions. To understand how LF synergizes AMB, we previously undertook a transcriptomic analysis in *Saccharomyces* and found a paradoxical down-regulation of iron and stress response, suggesting stress pathway interference was dysregulating an appropriate response, resulting in cell death. To extend this to a fungal pathogen, we here perform the same analysis in *Cryptococcus neoformans*. While both fungi responded to AMB in a similar way, the addition of LF produced remarkably contrasting results, with the *Cryptococcus* transcriptome enriched for processes relating to cellular stress, up-regulation of endoplasmic-reticulum-associated protein degradation (ERAD), stress granule disassembly and protein folding, endoplasmic reticulum-Golgi-vacuole trafficking and autophagy, suggesting an overall disruption of protein and lipid biosynthesis. These studies demonstrate that the mechanism of LF-mediated synergy is species-specific, possibly due to differences in the way LF peptides are generated, bind to and enter cells and act on intracellular targets, illustrating how very different cellular processes can underlie what appears to be a similar phenotypic response.

## Introduction

Pathogenic *Cryptococcus* species belonging to the *Cryptococcus neoformans* and *Cryptococcus gattii* species complexes can cause invasive disease in both healthy and immunocompromised people (Brown et al., 2012). Anti-cryptococcal therapy involves induction with amphotericin B (AMB) and 5-flucytosine (5-FC), followed by maintenance on fluconazole (FLC) (Perfect et al., 2010). However, mortality remains high, AMB and 5-FC are toxic, and 5-FC is not registered in many countries where the burden of cryptococcosis is highest (Brown et al., 2012; Day et al., 2013; Abassi et al., 2015).

Although it is widely recognized that there is an urgent need for new antifungal therapies, development is hindered by high risk and cost combined with relatively limited revenue (Santos-Gandelman and Machado-Silva, 2019). An alternative approach that aims to get more life out of existing drugs is drug synergy, where an antifungal is combined with a second drug or agent. The AMB-5FC combination used for cryptococcosis is a model example of improved antifungal efficacy, however, synergistic combinations are not widely employed in medical mycology (Day et al., 2013).

Previously, we tested a range of commonly used antifungal drugs with various iron chelating agents to determine whether iron limitation might enhance antifungal potency. Synergistic combinations were rare, however, the combination of AMB with lactoferrin (LF), a mammalian glycoprotein, produced a synergistic response in *Saccharomyces cerevisiae* and various *Cryptococcus* species, which had also been reported in *Candida* and *Aspergillus* (Venkatesh and Rong, 2008; Zarember et al., 2009). We further demonstrated that AMB-LF synergy was not due to iron starvation, as the addition of iron rescued the yeast cells from inhibition by LF but not from AMB-LF (Lai et al., 2016). To understand the mechanism of synergy, we performed comparative analyses of the transcriptomic responses to AMB and AMB-LF in *S. cerevisiae*. Paradoxically, we found that while AMB alone increased the expression of stress- and metal-related genes, the AMB-LF combination caused metal and stress-response transcripts to decrease. We hypothesized that AMB-LF synergy was mediated by dysregulation of metal homeostasis and disrupted stress responses, possibly via stress pathway interference (Pang et al., 2017).

To follow up this analysis in the context of a pathogenic yeast, we here report a companion transcriptomic analysis of AMB-LF synergy in *C. neoformans* strain H99. We show that, in contrast to *S. cerevisiae*, synergy is mediated by an enhanced stress response in *Cryptococcus* that includes disruption of endoplasmic reticulum-related processes. This study highlights the species-specific nature of responses to toxic agents by different fungal species, even when these appear to generate similar outcomes.

## Materials and Methods

### Strains, Culture and Agents

*Cryptococcus neoformans* strain H99 was cultured in yeast nitrogen broth (YNB) at 37°C with shaking at 180 rpm. Stock solutions of 1,600 μg/mL AMB (Sigma-Aldrich, United States) and 5,120 μg/mL LF (MP Biomedical, United States) were made in MilliQ water.

### Time Kill-Curves and RNA Extraction

Time-kill curves for AMB only, LF only and AMB-LF treatment were performed to determine ID_20_ (inhibition of cell growth by 20%) for RNA extraction and comparative transcriptomic analyses [as performed in Pang et al. (2017)]. Synergistic fractional inhibitory concentrations (FIC) of AMB-LF for *C. neoformans* [determined in Lai et al. (2016)] were used. ID_20_ was determined to be 1 h for AMB and 50 min for AMB-LF treatment. At these timepoints LF treatment did not affect growth (Supplementary Figure S1). RNA was extracted from the following cultures: (i) AMB treatment; (ii) growth control for (i); (iii) AMB-LF treatment; and (iv) growth control for (iii). Three independent biological replicates were performed for each treatment.

RNA was extracted from freeze dried cells using bead beating and the Qiagen RNeasy mini kit as detailed in Pang et al. (2017). RNA was sequenced at the Ramaciotti Centre for Genomics using an Illumina HiSeq 2000 to generate 100 bp paired-end reads.

### Processing of RNA-Seq Data

Data analysis was performed as in our previous study (Pang et al., 2017) but with updated software. Briefly, reads were mapped using the HISAT tool (Kim et al., 2015; version 2.1.0) to the *C. neoformans* var. *grubii* H99 reference genome (RefSeq accession: GCF_000149245.1). Reads counting was performed with the featureCount function of Subreads (Liao et al., 2014; R Core Team, 2019; version 3.5.3) with the edgeR library (R Core Team, 2019; version 3.24.3) and significant differentially expressed genes were defined as those with Benjamini and Hochberg (1995) adjusted *p*-value < 0.05. RUVSeq (Risso et al., 2014; version 1.16.1) was used to remove unwanted variation. After testing with zero to six unwanted factors with RUVSeq, the number of unwanted factors that maximized the number of significantly differentially expressed genes in total for each fungal species was used.

### Protein Orthologs and Gene Ontology Annotation

One-to-one protein orthologs from *S. cerevisiae* and *C. neoformans* were defined as reciprocal best hits from BLASTp searches (*E*-value < 1 × 10^–6^). The log fold-change of the unique ortholog pairs was graphed, a linear trend line was fitted, and Pearson’s correlation scores were calculated. Gene Ontology (GO) annotations were obtained from Uniprot (UniProt Consortium, 2019; release 2019_02), FungiDB (Basenko et al., 2018) and QuickGO (Binns et al., 2009; downloaded 10th April 2019). Additional GO annotations were obtained using Blast2GO (Gotz et al., 2008; version 5.25) and the Diamond sequence similar search tool (Buchfink et al., 2015; version 0.9.24) was used to compare the *C. neoformans* proteome against the Uniprot/Swiss-Prot database (UniProt Consortium, 2019; release 2019_02). Further annotations were obtained by transferring GO terms from orthologs of other fungal species using OrthoMCL (Fischer et al., 2011).

### Identifying Significantly Differentially Expressed Genes Unique to AMB or AMB-LF Treatments

Sets analysis was used to identify two mutually exclusive subsets of genes with significant differential expression unique to either AMB treatment or AMB-LF treatment. Each of these was then sub-divided to include genes with positive or negative log fold-change compared to the untreated control. The number of genes in each subset was represented as an UpSet plot (Lex et al., 2014). Each of the four subsets of genes was independently analyzed for enriched GO biological process terms using the methods described below.

### Gene Ontology Enrichment Analysis and Self-Organizing Maps

The “GOstats” R package and Fisher’s exact test (Falcon and Gentleman, 2007; version 2.48.0) were used for all GO enrichment analyses. Enriched GO terms were defined as those with Benjamini–Hochberg adjusted *p*-values < 0.05. For the global GO enrichment analysis, genes with increased or decreased expression were independently analyzed for enriched GO terms. Self-organizing map (SOM) analysis was used to identify clusters of significantly differentially expressed genes (adjusted *p*-values < 0.05) with similar expression profiles across the different treatments. The read counts in log counts per million were scaled to a mean of 0 and standard deviation of 1 across all samples per gene. Five-by-five SOM clusters were calculated using the R “kohonen” library (Wehrens and Kruisselbrink, 2018; version 3.0.8). Co-expressed genes from each SOM cluster were analyzed for enriched GO terms. To perform exploratory data analyses on the co-expression relationships and annotations of significantly differentially expressed genes (adjusted *p*-values < 0.05) in each SOM cluster, GO terms with moderate confidence of unadjusted *p*-values < 0.01 in each SOM cluster were analyzed in addition to the those that passed the stringent threshold of adjusted *p*-values < 0.05.

### Codes and Data Availability

*Cryptococcus neoformans* H99 RNA-Seq data generated from this study have been deposited in the NCBI Gene Expression Omnibus (GEO) (Edgar et al., 2002) and are accessible through GEO Series accession number GSE130375. *S. cerevisiae* S288C RNA-Seq data were previously described in Pang et al. (2017) and are accessible through GEO Series accession number GSE80357. The scripts for all the above analyses are available from Github: https://github.com/IgnatiusPang/Fungal_Drug_Synergy under the GNU Lesser General Public License v3.0.

## Results

### Differential Expression of *C. neoformans* Genes in Response to AMB and AMB-LF Treatment

We chose ID_20_ as the point to undertake transcriptome analysis, where cells should be responding to the primary effects of drug-related stress (Upadhya et al., 2013). *C. neoformans* cultures were treated with AMB and AMB-LF and harvested at their ID_20_, (60 min for AMB and 50 min for AMB-LF) along with their matched controls (Supplementary Figure S1). 

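RNA of 12 cultures of *C. neoformans* H99 was sequenced, 3 in each of 4 groups. These were AMB at 0.06 µg/ml harvested at 60 min, its untreated control at 60 min, AMB with LF harvested at 50 min, and its untreated control at 50 min. The authors mapped the paired-end reads with HISAT2 2.1.0 to the H99 reference genome and counted them per gene with featureCounts of Subread 1.6.4. The deposited raw counts hold 6975 genes. Total counts were 8902641 to 9296207 (median 9283342) with AMB and 8218172 to 9670689 (median 9541156) in its control. They were 8881251 to 11445843 (median 10971071) with AMB-LF and 8845108 to 10178475 (median 9479055) in its control. The raw counts of the 11 libraries that the paper kept were scaled by TMM and fitted together in edgeR 4.0.16, with group as the only term. The 4 groups thus share an estimate of the spread. The AMB-LF libraries varied more among themselves than those of the other groups. filterByExpr with a minimum count of 10 left 6852 genes. Each treatment was compared with its own control by the quasi-likelihood test, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05 and no threshold on the fold change. The difference between the responses, AMB-LF against its control minus AMB against its control, was tested in the same fit, because a gene that passes in 1 treatment alone has not been shown to differ. LF and the time of harvest change together between the treatments, so their effects cannot be separated in this design. Values given with ± are log2 fold changes with their standard error unless another error is named. Levels are TMM-scaled CPM with their SD, from 3 libraries per group except AMB-LF, which has 2. In data simulated from these libraries, 84% of genes with a log2 change of 1 were recovered with AMB, 78% with AMB-LF and 43.5% for the difference between the responses. At a log2 change of 0.5 the shares were 16%, 8% and 3%. The simulation changed 100 genes per treatment and size of change and gave every group the same spread. In the data far more genes were called and AMB-LF libraries varied more, so these shares may not hold there. Gene names came from the 934 of 13800 rows at hand of the paper's table of *S. cerevisiae* and *C. neoformans* genes. Where the table gives no *C. neoformans* symbol, a gene is named by its *S. cerevisiae* match, which is another species' gene. 46 gene lists were set before the data were examined, as patterns on product names and symbols, 3 lists were added by name, and 14 genes were removed from lists and 41 added by name. The lists hold only the 597 tested genes that these rows name. Because these rows are a part of the genome chosen by their match, list members were counted and no test of enrichment was made. List counts are to be read beside those over all 6852 tested genes, of which 1853 rose and 1848 fell with AMB. With AMB-LF 1882 rose and 1760 fell.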

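In AMB-LF replicate 2, the catalase transcript CAT1 (CNAG_04981) reached 7860 CPM, against 3700 in AMB-LF replicate 1, 573 in AMB-LF replicate 3 and 105 to 151 in the matched controls. Catalase breaks down hydrogen peroxide. The transcript of the ribosome biogenesis factor YTM1 (CNAG_06318) was at 7.74 CPM in replicate 2, at 13.6 and 35.4 in replicates 1 and 3, and at 82.6 to 88.6 in the controls. Replicate 2 thus lay at the far end of the AMB-LF group for a transcript that was high and for a transcript that was low with treatment, both chosen after their values were seen. For each library, the log2 deviation of all tested genes from the mean of its matched controls was regressed on the log2 fold changes of the other treatment. The slope was 1.4, 1.88 and 0.719 in AMB-LF replicates 1, 2 and 3, and 0.823, 0.679 and 0.91 in the AMB replicates. In the 6 control libraries it was −0.0889 to 0.166. Each control is part of the mean it is set against, so the control slopes balance out within a group by construction. Slopes of AMB-LF and of AMB libraries are on different scales, since each is taken on the response of the other treatment. Across genes, which are not independent replicates, the correlation behind the slope of replicate 2 was 0.929, within the 0.918 to 0.934 of the other 5 treated libraries. The Pearson correlation of log2 CPM between AMB-LF replicates 2 and 3 was 0.872, that between replicates 1 and 2 was 0.966 and that between replicates 1 and 3 was 0.948, while within the other 3 groups it was at least 0.984. The distance to the mean of the other AMB-LF libraries was 0.778 for replicate 2 and 0.827 for replicate 3. In replicate 2 the 10 most abundant genes held 9.46% of the counts, against 5.74% to 6.83% in the other 11 libraries.

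**Figure D1:**
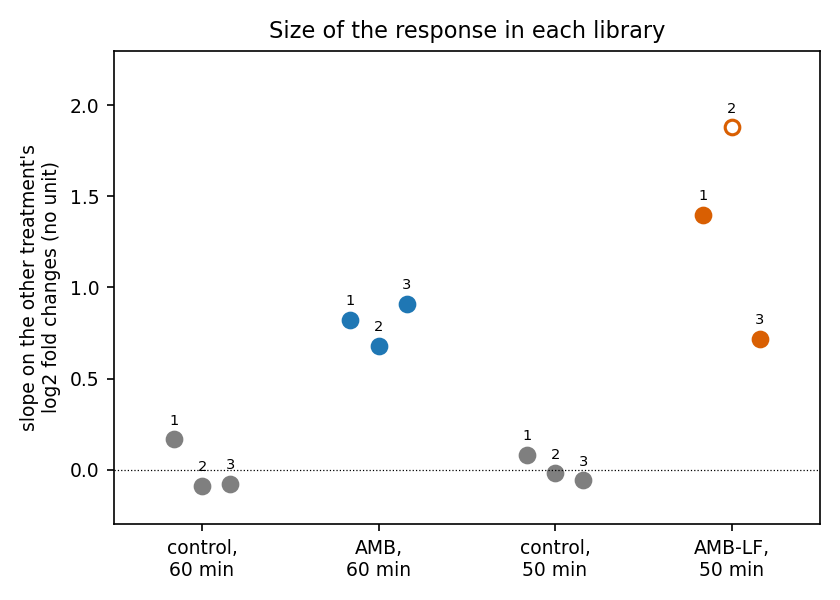
Slope of each library's log2 deviation from its controls on the log2 fold changes of the other treatment (y axis, no unit), by group and time of harvest (x axis). Each point is a library with its replicate number, and the open point is AMB-LF replicate 2, at 1.88. AMB and AMB-LF slopes are taken on different responses and are not on the same scale.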

Initial QC analysis found one biological replicate of AMB-LF treatment was an outlier and it was excluded from subsequent analyses. In final analysis, the transcriptome of *Cryptococcus* following AMB treatment had 1625 up-regulated and 1957 down-regulated genes, relative to its matched control. 

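With AMB, PCK1 (CNAG_04217, chromosome 9 from 319581 to 322758), which encodes the phosphoenolpyruvate carboxykinase of gluconeogenesis, rose 23.5-fold, from 117 ± 85.6 to 2740 ± 417 CPM (SD, n = 3 and 3). CAT1 (CNAG_04981, chromosome 4 from 139071 to 141901), a catalase, rose by a log2 fold change of 3.27 ± 0.60. The opsin OPS1 (CNAG_03572) rose by 3.36 ± 0.56, the alcohol dehydrogenase MPD1 (CNAG_07745) by 3.33 ± 0.74 and the mitochondrial protein matched to *S. cerevisiae* RCF2 (CNAG_06668) by 3.54 ± 0.73. Transcripts of ribosome assembly were among those that fell most. YTM1 (CNAG_06318, chromosome 13 from 177470 to 179155) changed by −1.70 ± 0.30, and the rRNA methyltransferases SPB1 (CNAG_03762) and the match of *S. cerevisiae* NOP2 (CNAG_03724) by −1.52 ± 0.21 and −1.61 ± 0.35. The importin KAP123 (CNAG_05884), which carries proteins into the nucleus, changed by −1.47 ± 0.33, and the glutamate dehydrogenase matched to *S. cerevisiae* GDH3 (CNAG_01577) by −1.54 ± 0.18. The largest rise and fall of all genes belonged to CNAG_04523 at 5.49 ± 0.33 and CNAG_02060 at −2.50 ± 0.44, which the rows at hand do not name. In all, 1853 genes rose and 1848 fell, of 6852 tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The adjusted p-values of the genes named here lay between 1.01e-05 and 0.0046. In 1820 of the genes that rose and 1827 of those that fell, the 3 AMB libraries lay apart from the 3 controls. Over all tested genes 65% lay apart, where chance gives 10%. With all 12 libraries in the fit, 1261 genes rose and 1051 fell. The library added is the AMB-LF replicate that the paper left out, which is in neither group compared here. Over all tested genes, the SD of the log2 fold changes with AMB was 0.76 with or without it. Their median standard error was 0.18 with it and 0.13 without it, in fits where all groups share an estimate of the spread. Calls with AMB that are lost with all 12 libraries are to be read beside these values. With 1 unwanted factor removed, as in the RUV method, 354 rose and 150 fell.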

Following AMB-LF treatment, 1599 genes were up-regulated while 1860 genes were down-regulated, compared to the matched control (Supplementary Table S1).

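With AMB-LF, PCK1 rose 35.9-fold, from 66.9 ± 24.1 (SD, n = 3) to 2400 ± 900 CPM (SD, n = 2), and to 3300 in AMB-LF replicate 2. The paper left this replicate out as an outlier of its quality control, so each value here comes from 11 libraries, followed by the log2 fold change with all 12. CAT1 rose by 4.09 ± 0.65 (5.03), OPS1 by 4.24 ± 0.60 (5.06), MPD1 by 4.99 ± 0.83 (5.90) and the match of *S. cerevisiae* RCF2 (CNAG_06668) by 5.17 ± 0.82 (6.14). Transcripts of ribosome assembly fell again, with YTM1 at −1.77 ± 0.34 (−2.15), SPB1 at −1.65 ± 0.24 (−2.04) and the match of NOP2 (CNAG_03724) at −1.88 ± 0.41 (−2.30). The match of *S. cerevisiae* MRT4 (CNAG_03789), a ribosome assembly factor, changed by −1.69 ± 0.37 (−2.08). KAP123 changed by −1.72 ± 0.38 (−2.11) and the glutamate dehydrogenase CNAG_01577 by −1.65 ± 0.21, and also fell with all 12 libraries. The largest rise was that of CNAG_06298, which the rows at hand do not name, from 3.29 ± 0.275 to 453 ± 597 CPM. Its log2 fold change was 7.09 (SE 2.00, adjusted p = 0.0138), and 3.20 without AMB-LF replicate 1, where it no longer passed the test. In all, 1882 genes rose and 1760 fell by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and with all 12 libraries 2149 rose and 2134 fell. In 1874 of the 1882 and 1757 of the 1760, the 2 AMB-LF libraries lay apart from the 3 controls. Over all tested genes 71.1% lay apart, where chance gives 20%. Without AMB-LF replicate 1, 1037 genes rose and 853 fell, and CAT1, OPS1, MPD1 and the match of RCF2 were at 2.19, 2.79, 3.07 and 2.78 and still passed. Without AMB-LF replicate 3, the match of MRT4 was at −2.59. With only the AMB-LF libraries and their controls in the fit, 1350 genes rose and 1141 fell. With 1 unwanted factor removed, 175 rose and 44 fell.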

### AMB-LF Synergy Induces a Different Response in *C. neoformans* H99 and *S. cerevisiae* S288C

We previously performed a transcriptomic study of the response of *S. cerevisiae* to drug synergy induced by the addition of LF to AMB (Pang et al., 2017) (Supplementary Table S2). To compare this with the response by *C. neoformans*, genes that were differentially expressed following AMB and AMB-LF treatment (Supplementary Table S3) were analyzed for functional enrichment by GO (Pang et al., 2017) (Supplementary Tables S4, S5). In *C. neoformans*, the responses were similar across both treatments, with GO terms related to energy production, response to oxidative stress, carbohydrate metabolism, nucleic acid metabolism, protein processing and metal ion transport induced, and terms related to microtubule organization and lipid biosynthesis repressed. This contrasted with the situation in *S. cerevisiae*, where synergy between AMB and LF resulted in stress and metal homeostasis responses that were quite different to the effect of AMB treatment alone (Pang et al., 2017).

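Across the 6852 tested genes, the log2 fold changes with AMB and with AMB-LF had a Pearson correlation of 0.939 and a Spearman correlation of 0.931, across genes, which are not independent replicates. They were 0.948 and 0.938 with all 12 libraries. Of 8 genes listed for the tricarboxylic acid cycle, 7 rose and 1 fell with AMB, and the same numbers rose and fell with AMB-LF from 11 or 12 libraries. The NAD-dependent isocitrate dehydrogenase subunit CNAG_07363 changed by 1.36 ± 0.08 with AMB and 1.27 ± 0.09 with AMB-LF (1.22 with all 12 libraries). Of 38 genes listed for ribosome biogenesis, 36 fell with AMB and 35 with AMB-LF, also 35 with all 12 libraries, and none rose. The match of *S. cerevisiae* UTP7 (CNAG_06748), a part of the complex that processes the small subunit's rRNA, changed by −1.03 ± 0.17 and −1.15 ± 0.19 (−1.53), and that of NOC2 (CNAG_07878), which works in large subunit export, by −1.20 ± 0.26 and −1.38 ± 0.30 (−1.77). Of 4 glycolysis genes, 3 rose with each treatment and 1, enolase (CNAG_03072), fell with AMB. They were led by the hexokinase HXK2 (CNAG_03769) at 0.84 ± 0.15 and 1.09 ± 0.16 (1.35). Adjusted over the list alone, the counts were the same except for ribosome biogenesis with AMB-LF, where 36 fell. The calls are those of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Only 1 glycolysis gene rose with AMB without AMB control replicate 2 or with all 12 libraries, and 1 with AMB-LF without AMB-LF replicate 1, AMB-LF control replicate 2 or AMB-LF control replicate 3. Enolase no longer passed with AMB with all 12 libraries or at −0.19 to −0.24 without AMB replicate 1 or 3, AMB control replicate 1, 2 or 3 or AMB-LF control replicate 2, and HXK2 was at 0.71 with AMB-LF without AMB-LF replicate 1. Enolase was also higher in the AMB controls than in the AMB-LF controls, at 0.23 (DESeq2 adjusted p = 0.0445). It did not pass there in edgeR's quasi-likelihood test over all genes. Whether its fall with AMB reflects the level of the controls was not tested. The lists for microtubules and for actin held no gene.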

Comparison of the response to AMB treatment found the majority of enriched biological processes that were common to both species had the same direction of regulation (Figure 1A). 

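With AMB, the siderophore transporter SIT1 (CNAG_00815, chromosome 1 from 2161078 to 2164025), which takes up iron bound to siderophores, rose by a log2 fold change of 1.27 ± 0.14. All 3 listed genes of iron-sulfur cluster assembly rose, among them the scaffold protein matched to *S. cerevisiae* ISU1 (CNAG_04039) at 0.86 ± 0.12 and ISA1 (CNAG_02131) at 0.77 ± 0.14. Of 7 vacuolar and secreted peptidases, 4 rose and 2 fell. The aminopeptidase CNAG_04009 rose by 0.83 ± 0.12 and the carboxypeptidase matched to *S. cerevisiae* CPS1 (CNAG_03420) by 0.69 ± 0.11. The methionine aminopeptidase MAP1 (CNAG_03926), which trims new proteins and does not degrade them, changed by −0.61 ± 0.13. Of 2 listed genes of glycerolipid biosynthesis, the phospholipid methyltransferase matched to *S. cerevisiae* OPI3 (CNAG_06839), which makes phosphatidylcholine, changed by −0.56 ± 0.09 and the other did not pass. Both fell when adjusted over the list alone. The succinate-CoA ligase subunit matched to *S. cerevisiae* LSC2 (CNAG_00747), of the tricarboxylic acid cycle, rose by 1.12 ± 0.14 and the pyruvate dehydrogenase component matched to PDX1 (CNAG_03509) by 0.63 ± 0.12. Of 2 listed genes of oxidative phosphorylation, the succinate dehydrogenase subunit CNAG_06723 rose, by 0.36 ± 0.11, and both when adjusted over the list alone. The other counts were the same when adjusted over the list alone. All are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Only 1 peptidase fell without AMB replicate 1, 2 or 3, without AMB control replicate 2 or 3, or with all 12 libraries. CNAG_06723 no longer passed at 0.29 to 0.33 without AMB replicate 1 or 2 or AMB control replicate 3.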

Enrichments related to energy generation, metal regulation and stress responses, amino acid biosynthesis and protein catabolism were all induced, while lipid metabolism was repressed. Functional enrichments that were absent from *C. neoformans* but were present in *S. cerevisiae* in response to AMB included the induction of autophagy, actin polymerization, iron homeostasis and copper transport, cell wall integrity MAPK cascade and trehalose metabolism in response to stress. Down-regulated enrichments that were observed only in *S. cerevisiae* included ergosterol biosynthesis, nucleobase metabolism, protein translation and folding-related processes.

**FIGURE 1:**
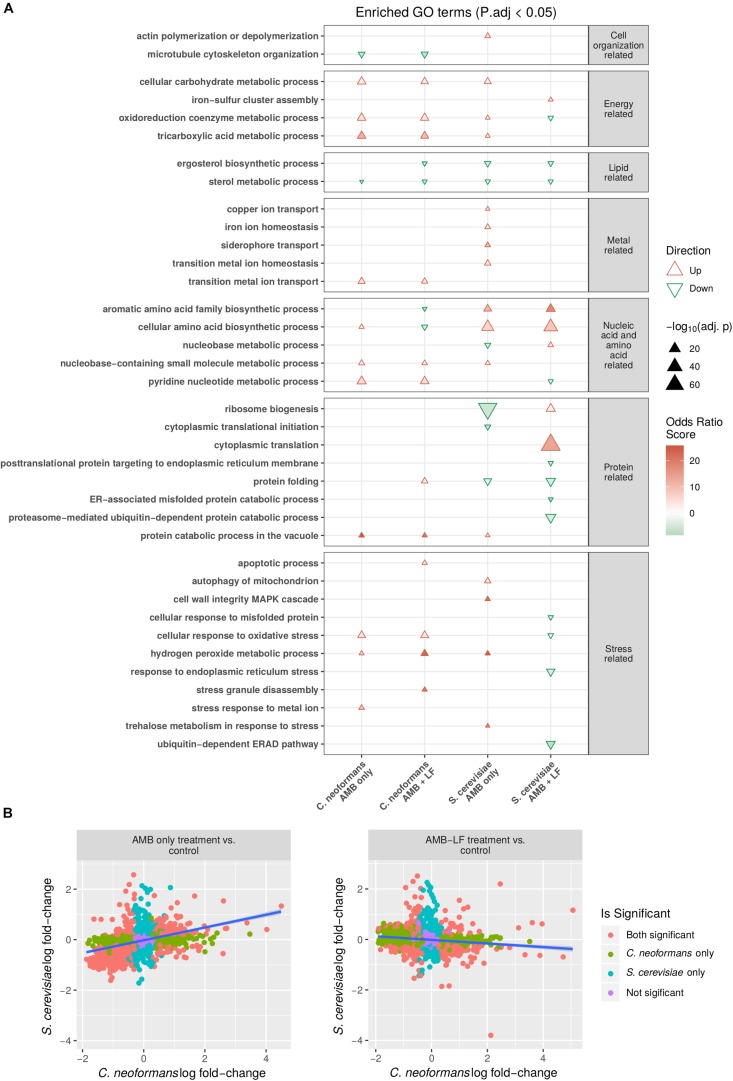
Transcriptomic and functional enrichment analyses highlight differences in the biological processes affected by AMB-LF synergy in *Cryptococcus neoformans* and *Saccharomyces cerevisiae*. **(A)** Enriched biological process GO terms based on differentially expressed genes in *C. neoformans* and *S. cerevisiae* in response to AMB and AMB-LF treatments. A subset of the enriched GO terms are listed on the *y*-axis, and similar GO terms are placed into groups including cell organization and replication-related, energy-related, lipid-related, metal-related, nucleic acid- and amino acid-related, protein related, and stress-related. The AMB and AMB-LF treatments in *C. neoformans* and *S. cerevisiae* are shown on the *x*-axis. Overall increased or decreased expression of each GO terms is indicated by a red triangle or green inverted triangle, respectively, with the size of the triangle scaled to represent the negative log adjusted *p*-value that shows the significance of the genes contributing to an enrichment relative to the total population of genes. Intensity of colors within the triangles indicate the magnitude of the odds ratio score, which represents the significance of the number of genes contributing to an enriched GO term. The two fungi responded to drug treatment quite differently, and in particular the synergy related to AMB-LF treatment induced opposite gene expressions for a number of processes, particularly protein folding and response to oxidative stress. **(B)** Comparison of the change in expression of genes mapped to protein sequence orthologs in *S. cerevisiae* and *C. neoformans*. Orthologs were defined as pairs of proteins with best hits from the reciprocal BLASTp searches of proteins from one organism to the proteome sequences of the other. The *y*-axis shows the log fold-change of *S. cerevisiae* ortholog transcripts, and the *x*-axis indicates the log fold-change of *C. neoformans* ortholog transcripts. Colored points indicate genes corresponding to protein orthologs that are significantly differentially expressed in both organisms (orange), *C. neoformans* only (green), *S. cerevisiae* only (blue), or not significant in either organism (purple). Linear trend is shown by a blue line. A significant positive correlation is seen for the AMB treatment (left) (ρ = 0.38, *p*-value < 0.05) while a negative correlation is seen for the AMB-LF treatment (ρ = –0.13, *p*-value < 0.05), suggesting synergy is mediated by different mechanisms in the two organisms.

In contrast to AMB, the transcriptional response to AMB-LF was drastically different in *C. neoformans* and *S. cerevisiae*. Functional enrichments related to energy generation processes, protein processing, response to stress and pyridine nucleotide metabolism were up-regulated in *C. neoformans* but down-regulated in *S. cerevisiae*, while amino acid metabolism was down-regulated in *C. neoformans* but up-regulated in *S. cerevisiae* (Figure 1A). 

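With AMB-LF, the isocitrate dehydrogenase of the tricarboxylic acid cycle was joined by the succinate-CoA ligase subunit matched to *S. cerevisiae* LSC2 (CNAG_00747), which rose by a log2 fold change of 1.30 ± 0.16 (1.40 with all 12 libraries, including AMB-LF replicate 2, which the paper left out as an outlier). The pyruvate dehydrogenase component matched to PDX1 (CNAG_03509), which feeds the cycle, rose by 0.85 ± 0.14 (1.00). Both listed genes of oxidative phosphorylation rose, also with all 12 libraries. They are the succinate dehydrogenase subunit CNAG_06723 at 0.49 ± 0.12 (0.48) and the cytochrome c oxidase subunit CNAG_01991 at 0.25 ± 0.09 (0.23). All 3 listed genes of iron-sulfur cluster assembly rose, with ISU1 (CNAG_04039) at 1.13 ± 0.13 (1.40) and ISA1 (CNAG_02131) at 1.06 ± 0.15 (1.23). Of 41 genes listed for amino acid biosynthesis other than the aromatic amino acids, 5 rose and 14 fell with AMB-LF, and 5 rose and 13 fell with all 12 libraries. Argininosuccinate synthase, matched to *S. cerevisiae* ARG1 (CNAG_00930), changed by −0.86 ± 0.08 (−0.82) and asparagine synthase (CNAG_05425) by −0.85 ± 0.10 (−0.54). Acetolactate synthase ILV2 (CNAG_00268), of valine and isoleucine synthesis, changed by −0.55 ± 0.09, and by −0.28 with all 12 libraries, where it did not pass the test. The counts were the same adjusted over the list alone, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 41, 2 rose and 9 fell without AMB-LF replicate 1, and 3 rose with replicate number as a block. CNAG_06723 no longer passed without AMB-LF replicate 1, at 0.39. CNAG_01991 no longer passed at 0.18 to 0.27 without AMB-LF replicate 1 or AMB-LF control replicate 1, 2 or 3, nor with replicate number as a block or with upper-quartile scaling.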

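With AMB-LF, the catalases CAT2 (CNAG_05256) and CAT4 (CNAG_05015), which break down hydrogen peroxide, rose by log2 fold changes of 0.82 ± 0.15 and 1.29 ± 0.22 (1.08 and 1.63 with all 12 libraries, including AMB-LF replicate 2, which the paper left out as an outlier). The mitochondrial cytochrome c peroxidase CCP1 (CNAG_01138) rose by 0.94 ± 0.15 (0.78). Of 7 listed genes of oxidant detoxification, 5 rose and none fell, from 11 or from 12 libraries, and 6 rose when adjusted over the list alone. Of 7 vacuolar and secreted peptidases, 3 rose and 1 fell, also with all 12 libraries. The aminopeptidase CNAG_04009 rose by 0.98 ± 0.13 (1.06) and the carboxypeptidase CNAG_03420 by 0.74 ± 0.12 (0.88), while methionine aminopeptidase MAP1 (CNAG_03926) changed by −0.60 ± 0.14 (−0.84). The peptidase counts were the same when adjusted over the list alone. Calls are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. MAP1 was at −0.36 and still passed without AMB-LF replicate 1. The lists for apoptosis and microtubules held no gene, so no value is given for them.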

Biological processes that were enriched in *C. neoformans* only included the up-regulation of apoptosis, transition metal transport, protein catabolism in the vacuole, stress granule assembly and hydrogen peroxide metabolism related to stress responses, and the down-regulation of microtubule organization. Enrichments that were absent in *C. neoformans* and specific to *S. cerevisiae* in response to AMB-LF were the induction of iron-sulfur cluster assembly, nucleobase metabolism and translation-related processes, and the repression of ER-associated processes including protein folding and ubiquitination, protein membrane localization, response to misfolded proteins and ER stress.

To verify that responses to AMB treatment were similar while responses to AMB-LF treatment differed between *C. neoformans* and *S. cerevisiae*, the log fold-change of genes expressed in *C. neoformans* and *S. cerevisiae* were plotted against one another and the correlation between genes that were orthologous between the two species were analyzed. The log fold-changes of orthologous genes following AMB treatment plotted in a positively correlated manner (ρ = 0.38, *p* < 0.05) suggesting similar responses (Figure 1B, left panel),while those in response to AMB-LF treatment were negatively correlated (ρ = −0.13, *p*-value < 0.05), demonstrating an overall opposing response by the two species to synergistic treatment (Figure 1B, right panel).

### Comparison of Gene Ontology Enrichments in *C. neoformans* Transcriptome Data Produced Following AMB and AMB-LF Treatment

While there were many similarities in the regulation of functional enrichments observed between AMB and AMB-LF treatments in *C. neoformans*, there were some GO enrichments that were unique to AMB-LF synergy (Figure 1A). These included down-regulation of ergosterol biosynthesis and aromatic amino acid family biosynthetic processes, and up-regulation of protein folding, stress granule disassembly and apoptotic processes. 

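Of 6 listed genes of ergosterol biosynthesis, which makes the sterol that AMB binds, 5 fell with AMB-LF (4 with all 12 libraries, where 1 rose) and 4 with AMB. ERG6 (CNAG_03819, chromosome 2 from 922605 to 924403), the sterol methyltransferase, changed by −1.31 ± 0.18 with AMB-LF (−1.45 with all 12 libraries, including AMB-LF replicate 2, which the paper left out as an outlier) and by −0.96 ± 0.16 with AMB. ERG11 (CNAG_00040), the sterol demethylase that azoles inhibit, changed by −1.01 ± 0.16 (−0.82) and −0.58 ± 0.14, and HMG1 (CNAG_06534), the reductase of the mevalonate pathway, by −1.32 ± 0.24 (−1.39) and −1.18 ± 0.21. ERG3 (CNAG_00519) fell with AMB-LF, at −0.60 ± 0.21, and was at 0.06 with all 12 libraries. It no longer passed at −0.34 to −0.64 without AMB-LF replicate 3 or AMB-LF control replicate 1, 2 or 3, and with AMB it was at −0.23 ± 0.18 (adjusted p = 0.298). The difference between the responses was −0.34 ± 0.23 for ERG6, −0.44 ± 0.21 for ERG11 and −0.37 ± 0.28 for ERG3, with unadjusted p-values of 0.174, 0.066 and 0.21 and adjusted p-values of 0.999. Without AMB-LF replicate 3, ERG3 was at −0.34 with AMB-LF and the difference for ERG6 passed, at −0.75, and without AMB-LF replicate 1, ERG3 was at −0.91. The difference for ERG3 was 0.31 with all 12 libraries. When adjusted over the list alone, 1 gene rose and 4 fell with AMB and 5 fell with AMB-LF. Over all genes 1 rose with AMB without AMB control replicate 1, AMB-LF replicate 1 or AMB-LF replicate 3, and 1 with AMB-LF without AMB-LF replicate 3.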

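Of 9 genes of aromatic amino acid biosynthesis, 4 fell with AMB-LF (3 with all 12 libraries) and 4 with AMB. Anthranilate synthase, matched to *S. cerevisiae* TRP2 (CNAG_06679), which starts tryptophan synthesis, changed by −0.51 ± 0.11 (−0.70) and −0.46 ± 0.10, and prephenate dehydrogenase, matched to TYR1 (CNAG_01997), of tyrosine synthesis, by −0.49 ± 0.10 and −0.35 ± 0.09. The latter passed with neither treatment with all 12 libraries, at −0.33 with AMB-LF and −0.36 with AMB. Of the 9, 2 fell with AMB and 4 with AMB-LF when adjusted over the list alone. With AMB, 2 of the 9 fell without AMB replicate 2, AMB replicate 3 or any of the 3 AMB controls, and 1 with all 12 libraries. With AMB-LF, 2 fell without AMB-LF replicate 1. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, no ergosterol or aromatic gene passed for the difference between the responses, over all genes or over the list alone.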

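Of 14 chaperone and heat shock genes, 5 rose and 1 fell with AMB-LF, from 11 or from 12 libraries, and 2 rose and 4 fell with AMB (2 and 3 when adjusted over the list alone). The Hsp72-like protein CNAG_01750 (chromosome 11 from 787571 to 790344) had 481 ± 368 CPM with AMB-LF and 49.7 ± 12.2 in its control (SD, n = 2 and 3), and 422 ± 24.1 with AMB and 201 ± 56.1 in its control (SD, n = 3 and 3). Its log2 fold change was 3.27 ± 0.42 with AMB-LF (3.60 with all 12 libraries) and 1.07 ± 0.37 with AMB. The Hsp71-like protein CNAG_01727, at 1.04 ± 0.28 with AMB-LF (0.95), was at −0.59 ± 0.26 with AMB (adjusted p = 0.0738), and the match of *S. cerevisiae* SIS1 (CNAG_06106), a helper of Hsp70, at 1.01 ± 0.16 (1.19) and −0.03 ± 0.15 (adjusted p = 0.86). The match of the mitochondrial HSP78 (CNAG_07347) rose by 2.60 ± 0.29 (2.95) and 1.66 ± 0.27. The match of YDJ1 (CNAG_03944) fell with AMB, at −0.97 ± 0.21, and was at −0.18 ± 0.24 (−0.48) with AMB-LF (adjusted p = 0.529). For the difference between the responses, no gene passed over all 6852 in edgeR's quasi-likelihood test, where 146 had an unadjusted p under 0.05 and 343 would by chance. DESeq2 called 7 genes and edgeR's likelihood ratio test 4. Adjusted over the list alone, 5 of the 14 were higher with AMB-LF (7 with all 12 libraries), among them CNAG_01750 at 2.20 ± 0.55, CNAG_01727 at 1.63 ± 0.38 and CNAG_06106 at 1.04 ± 0.22. In the controls, 11 of the 14 were higher at 60 min than at 50 min when adjusted over the list alone (7 with all 12 libraries), with a median of 0.81, and the median of AMB-LF libraries against AMB libraries was 0.00 (−0.10 with all 12). CNAG_01750 was at 2.02 ± 0.39 between the controls and at 0.19 ± 0.41 between AMB-LF and AMB libraries. With AMB, CNAG_01750 no longer passed with all 12 libraries or at 0.90 to 1.09 without AMB replicate 1, 2 or 3 or AMB control replicate 1 or 3, so that 1 chaperone rose. 2 fell with AMB with all 12 libraries or without AMB replicate 3 or AMB control replicate 2 or 3, and CNAG_01727 passed, at −0.91, without AMB replicate 2. With AMB-LF none fell without AMB replicate 2, AMB-LF replicate 1 or any 1 of the 3 AMB-LF controls, and 2 fell without AMB-LF replicate 3. With AMB-LF, CNAG_01750 was at 2.15 and CNAG_03944 at 0.11 without AMB-LF replicate 1. Without AMB-LF replicate 3, the difference passed for CNAG_01750, at 2.83, and for CNAG_06106, at 1.24.

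**Figure D2:**
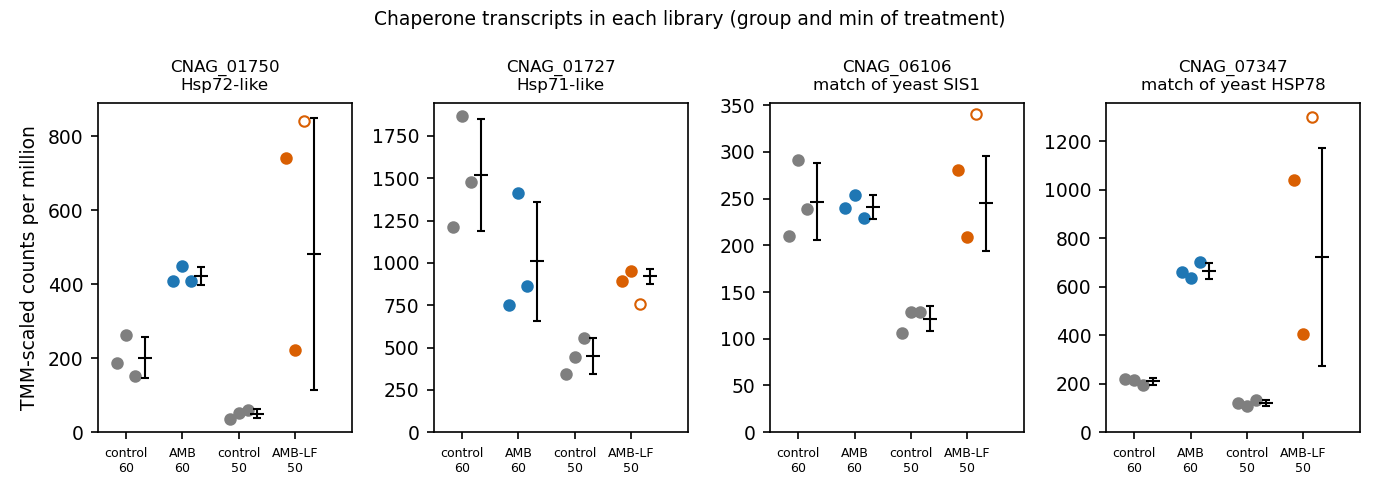
TMM-scaled CPM (y axis, from 0) of 4 chaperone genes in the untreated control at 60 min, AMB at 60 min, the untreated control at 50 min and AMB-LF at 50 min (x axis). Points are libraries, bars are the mean and SD of the libraries in the fit, and the open point is AMB-LF replicate 2, left out of the mean. For all 4 genes the 60 min controls lie above the 50 min controls.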

Cellular amino acid biosynthetic processes were up-regulated in response to AMB but down-regulated by AMB-LF. 

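With AMB, 6 of the 41 genes of amino acid biosynthesis other than the aromatic amino acids rose and 9 fell. The isopropylmalate dehydratase matched to *S. cerevisiae* LEU1 and LYS4 (CNAG_00237) changed by 1.55 ± 0.18 with AMB and 1.32 ± 0.19 with AMB-LF (1.55 with all 12 libraries, including AMB-LF replicate 2, which the paper left out as an outlier). Argininosuccinate synthase (CNAG_00930) changed by −0.60 ± 0.07 with AMB, asparagine synthase (CNAG_05425) by −0.61 ± 0.09, and ILV2 (CNAG_00268) was at −0.20 ± 0.08 (adjusted p = 0.0566). Glutamine synthetase GLN1 (CNAG_00457) rose by 0.41 ± 0.09 with AMB and 0.34 ± 0.10 with AMB-LF (0.54). The difference between the responses was −0.35 ± 0.12 for ILV2, with an unadjusted p of 0.0138 and an adjusted p of 0.999. It was −0.26 ± 0.11 for CNAG_00930. In the AMB controls against the AMB-LF controls, ILV2 was at −0.32 and CNAG_00930 at −0.28 (DESeq2 adjusted p = 0.0176 and 0.00137). The other genes named here did not pass there, and none passed in edgeR's quasi-likelihood test over all genes. The controls enter the difference between the responses, so it cannot be assigned to the treated cultures alone. Adjusted over the list alone, 6 of the 41 rose and 8 fell with AMB, and no member passed for the difference between the responses, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. From all 12 libraries, 3 rose with AMB. GLN1 no longer passed with AMB with all 12 libraries, nor with AMB-LF without AMB-LF replicate 1, at 0.22. ILV2 passed with AMB at −0.20 to −0.25 without AMB replicate 3 or AMB-LF replicate 1 or 3.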

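With AMB, the transporter annotated as an ATP-dependent bile acid transporter (CNAG_07781, chromosome 9 from 1134820 to 1142071) rose from 47.6 ± 3.2 to 77.8 ± 12.5 CPM (SD, n = 3 and 3), a log2 fold change of 0.71 ± 0.12, and rose by 0.51 ± 0.14 with AMB-LF (0.52 with all 12 libraries, including AMB-LF replicate 2, which the paper left out as an outlier). Of 19 ABC transporters, which pump drugs and metabolites out of cells or into organelles, 12 rose and 1 fell with AMB, and 12 rose and 2 fell with AMB-LF (12 and 3 with all 12 libraries). The drug efflux pump PDR5-2 (CNAG_04098, chromosome 2, from 1613288) rose by 1.84 ± 0.26 with AMB and 2.01 ± 0.28 with AMB-LF (2.16), and ABCC.6 (CNAG_02430) by 1.35 ± 0.16 and 1.27 ± 0.18 (1.44). The zinc transporter matched to *S. cerevisiae* COT1 (CNAG_02806) rose by 0.44 ± 0.13 with AMB and 0.57 ± 0.14 with AMB-LF (0.77). The sulfite reductase subunit matched to MET10 (CNAG_03168) rose by 0.55 ± 0.19 with AMB (adjusted p = 0.0331) and was at 0.25 ± 0.21 with AMB-LF (0.12, adjusted p = 0.343). The difference between the responses was −0.19 ± 0.18 for CNAG_07781 and −0.30 ± 0.29 for CNAG_03168, with unadjusted p-values of 0.317 and 0.319 and adjusted p-values of 0.999. Adjusted over the list alone, 13 ABC transporters rose and 1 fell with AMB and 12 rose and 2 fell with AMB-LF, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without AMB-LF replicate 1, 7 ABC transporters rose and 1 fell with AMB-LF, and CNAG_07781 and CNAG_02806 no longer passed, at 0.46 and 0.33. Without AMB-LF control replicate 1 or 3, 1 ABC transporter fell with AMB-LF. With AMB, CNAG_02806 no longer passed with all 12 libraries or at 0.38 to 0.39 without AMB replicate 1 or AMB control replicate 3, and CNAG_03168 with all 12 libraries, with upper-quartile scaling or at 0.28 to 0.49 without AMB replicate 1 or AMB control replicate 2 or 3.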

The functional enrichment that was seen only in AMB treatment was stress response to metal ion, and this was induced and involved genes encoding ABC transporters, a bile acid transporter, a zinc transporter and sulfide reductase (Supplementary Table S4).

To further tease out differences between AMB and AMB-LF, genes that were differentially expressed and present only in the response to AMB or to AMB-LF were separately analyzed for GO enrichments and are presented visually in an UpSets plot (Figure 2 and Supplementary Tables S3, S4). 

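Of 4278 genes called with AMB or AMB-LF, 3061 (71.6%) passed in both in the same direction. PCK1, CAT1, ERG6 and YTM1 are among them. These were 1556 genes that rose, where 509 would by chance if the calls were independent, and 1505 that fell, where 475 would. 296 genes rose and 340 fell with AMB alone, and 323 rose and 254 fell with AMB-LF alone. 3 genes fell with AMB and rose with AMB-LF, and 1 rose with AMB and fell with AMB-LF. The genes called in 1 treatment mostly had the same sign in the other, as did 6170 of all 6852 tested genes (90%). This held for 283 of 296, 328 of 340, 309 of 323 and 248 of 254 genes, in the order given. The genes that rose with AMB-LF alone had a median log2 fold change of 0.45 with AMB-LF and 0.22 with AMB, and those that fell with AMB alone −0.36 with AMB and −0.21 with AMB-LF. No gene of these 4 sets passed the test of the difference between the responses in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 20, 21, 34 and 13 had an unadjusted p under 0.05. In DESeq2, 4 of the genes that rose with AMB-LF alone passed it. With all 12 libraries, which add AMB-LF replicate 2 that the paper left out as an outlier, 91 genes rose and 83 fell with AMB alone, and 980 rose and 1165 fell with AMB-LF alone. Without AMB-LF replicate 1, 1003 genes rose and 836 fell with both, 1044 rose and 1218 fell with AMB alone, and 33 rose and 17 fell with AMB-LF alone. Without AMB replicate 3, 164 rose and 154 fell with AMB alone and 574 rose and 588 fell with AMB-LF alone. Without AMB control replicate 2 or 3, 189 or 174 rose with AMB alone and 524 or 514 with AMB-LF alone. Without AMB-LF control replicate 1 or 2, 202 or 195 rose and 139 or 133 fell with AMB-LF alone, and without AMB-LF control replicate 2 or 3, 514 or 518 fell with AMB alone. The 3 genes that fell with AMB and rose with AMB-LF were 0 without AMB replicate 1, AMB replicate 3 or AMB control replicate 2, and 1 without AMB-LF replicate 1 or AMB-LF control replicate 1 or 2. The 1 gene of the opposite kind was 0 without AMB control replicate 2 or 3, AMB-LF replicate 1 or AMB-LF control replicate 1, and 2 without AMB-LF replicate 3.

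**Figure D3:**
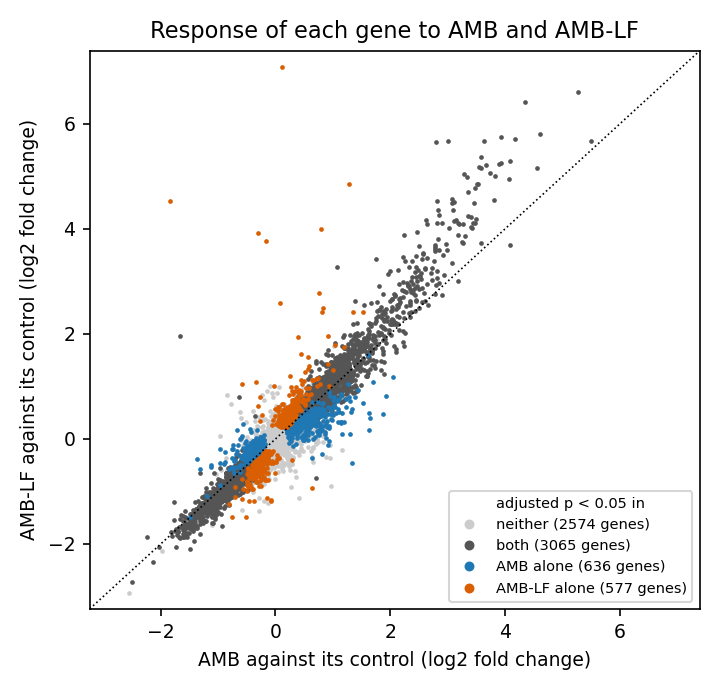
Log2 fold change of each of the 6852 tested genes with AMB (x axis) and AMB-LF (y axis) against the matched control. Colours mark genes past an adjusted p of 0.05 in neither, both or 1 of the treatments, and on the dotted line both values are equal.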

The sets analysis found a majority of differentially expressed genes to be shared between the AMB and AMB-LF treatment and identified transcripts that were unique to each (Figure 2A). Each group containing unique transcripts was analyzed to identify enriched biological process GO terms and their level of enrichment (Figure 2B). Functionally enriched GO terms that encompassed AMB-LF-specific genes mainly involved down-regulated processes related to protein synthesis (ribosome biogenesis and translation), amino acid biosynthesis (nitrogen compound and S-adenosyl methionine metabolism), and nucleic acid metabolism (RNA transport and response to DNA damage and repair). 

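RAD54 (CNAG_01163), which repairs DNA by recombination, changed by −0.89 ± 0.17 with AMB-LF (−1.07 with all 12 libraries, including AMB-LF replicate 2, which the paper left out as an outlier), and by −0.74 ± 0.14 with AMB. The methylenetetrahydrofolate reductase matched to *S. cerevisiae* MET13 (CNAG_05140), which feeds methionine synthesis, changed by −0.66 ± 0.14 (−0.95) and −0.59 ± 0.12. The S-adenosylmethionine synthase CNAG_00418 fell with AMB-LF, at −0.91 ± 0.25 (−1.19), and was at −0.48 ± 0.21 with AMB (adjusted p = 0.0825). The ribosome biogenesis ATPase matched to RIX7 (CNAG_00719) changed by −1.11 ± 0.16 (−1.44) with AMB-LF and −1.01 ± 0.14 with AMB. The difference between the responses was −0.43 ± 0.32 for CNAG_00418, with an unadjusted p of 0.21 and an adjusted p of 0.999 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. CNAG_00418 no longer passed with AMB-LF without AMB-LF replicate 1, at −0.55, and was at −1.38 without AMB-LF replicate 3. With AMB it passed at −0.48 to −0.69 without AMB replicate 1 or AMB-LF replicate 1 or 3, while CNAG_05140 did not pass with AMB with all 12 libraries.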

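Of 8 genes of DNA replication and repair, 5 fell and 2 rose with each treatment, and with AMB-LF also from all 12 libraries. Of 3 genes of S-adenosylmethionine metabolism, 3 fell with AMB-LF, from 11 or 12 libraries, and 1 with AMB. Of 4 aminoacyl-tRNA synthetases, 3 fell with AMB-LF (2 with all 12 libraries) and 2 with AMB, and both listed translation factors, the subunits of initiation factor eIF3 matched to TIF34 (CNAG_00602) and TIF35 (CNAG_02657), fell with each treatment, at −0.48 ± 0.14 and −0.86 ± 0.17 with AMB-LF (−0.64 and −1.09) and −0.37 ± 0.12 and −0.82 ± 0.15 with AMB. The aminoacyl-tRNA synthetases that fell with AMB were 3 when adjusted over the list alone, and the other counts were the same. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, no member of these lists passed for the difference between the responses, also adjusted over the list alone. Without AMB-LF replicate 1, 3 DNA genes fell and 1 rose with AMB-LF, and 1 gene each of the S-adenosylmethionine and aminoacyl-tRNA synthetase lists fell. Also with AMB-LF, 1 DNA gene rose without any 1 of the 3 AMB-LF controls, and 1 aminoacyl-tRNA synthetase fell without AMB-LF control replicate 2 and 1 rose without AMB-LF replicate 3. With AMB, 3 DNA genes fell without AMB replicate 3, and 1 rose without AMB replicate 1 or AMB control replicate 2 or 3. 1 aminoacyl-tRNA synthetase fell with AMB without AMB replicate 3 or AMB control replicate 2 or 3. 3 S-adenosylmethionine genes fell with AMB without AMB replicate 1 or AMB-LF replicate 1, and 2 without AMB-LF replicate 3. With all 12 libraries, 2 DNA genes and no gene of the other lists of 3 or more fell with AMB. CNAG_00602 no longer passed with AMB with all 12 libraries or at −0.29 to −0.37 without AMB replicate 3 or AMB control replicate 2 or 3, nor with AMB-LF without AMB-LF replicate 1, at −0.26. CNAG_02657 was at −0.57 with AMB-LF without AMB-LF replicate 1, and CNAG_00602 at −0.74 without AMB-LF replicate 3.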

Up-regulated enrichments were mainly involved in actin polymerization and organization, membrane fusion (endocytosis, SNARE complex assembly, vesicle, and vacuolar fusion) and vesicle mediated transport, as well as ER and protein related processes (protein folding and proteolysis) and cell wall biosynthesis (glucan and melanin synthesis). 

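FKS1 (CNAG_06508), the catalytic subunit of glucan synthase, was at 0.04 ± 0.12 with AMB-LF (adjusted p = 0.783; 0.15 with all 12 libraries, including AMB-LF replicate 2, which the paper left out as an outlier). LAC2 (CNAG_03464), a laccase, the kind of enzyme that makes melanin, fell with AMB-LF, at −0.56 ± 0.19 (−0.51), and with AMB, at −0.51 ± 0.17. Of 3 listed genes of the cell wall and melanin, LAC2 was the 1 that fell with each treatment and none rose (2 fell with AMB-LF with all 12 libraries). The match of *S. cerevisiae* EAR1 (CNAG_04741), a protein of endosomes, rose by 0.52 ± 0.13 with AMB-LF (0.80) and by 0.44 ± 0.11 with AMB. Of 3 listed genes of endosomes and vacuolar sorting, 1 rose with AMB-LF (2 with all 12 libraries) and 1 with AMB. The counts with AMB-LF were the same when adjusted over the list alone, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and no member passed for the difference between the responses. LAC2 no longer passed with AMB-LF at −0.38 to −0.58 without AMB control replicate 2, AMB-LF replicate 1 or AMB-LF control replicate 1 or 2, nor with AMB at −0.41 to −0.52 without AMB replicate 1 or 3 or AMB control replicate 2 or 3. Without AMB control replicate 1, 2 genes of the cell wall list fell with AMB-LF. The match of EAR1 no longer passed with AMB-LF without AMB-LF replicate 1, at 0.32, where no endosome gene rose, nor with AMB with all 12 libraries. 2 endosome genes rose with AMB-LF without AMB replicate 1 or AMB-LF replicate 3, and 2 with AMB without AMB replicate 1. FKS1 was at −0.10 with AMB-LF without AMB-LF replicate 1 and at −0.04 with upper-quartile scaling. The lists for actin and SNAREs held no gene.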

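The exosome component matched to *S. cerevisiae* RRP4 (CNAG_00089), a part of the complex that trims RNA, fell with AMB, at −0.30 ± 0.09, and was at −0.10 ± 0.11 with AMB-LF (adjusted p = 0.439). Among chaperones, the match of YDJ1 (CNAG_03944), a helper of Hsp70, had 186 ± 48.4 CPM with AMB and 363 ± 57.4 in its control (SD, n = 3 and 3), and a difference between the responses of 0.78 ± 0.31 with an unadjusted p of 0.0309 and an adjusted p of 0.999. The matches of STI1 (CNAG_00100) and FES1 (CNAG_01185), which work with Hsp70 and Hsp90, and of BCS1 (CNAG_02792) also fell with AMB, chosen after their values were seen. The only listed gene of transport from the ER to the Golgi, the match of TRS31 (CNAG_03672), a part of a vesicle tethering complex, was at −0.13 ± 0.09 with AMB (adjusted p = 0.248). Of 6 listed genes of mRNA splicing, 1 rose and 2 fell with AMB. None rose and 2 fell when adjusted over the list alone. Calls are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. RRP4 no longer passed at −0.24 to −0.29 without AMB replicate 3 or AMB control replicate 1 or 2. Without AMB replicate 3 or AMB control replicate 2 or 3, 2 chaperones fell. The splicing gene that rose no longer passed with all 12 libraries, without any 1 of the AMB libraries or without any 1 of the 6 controls, and 1 splicing gene fell without AMB replicate 2, AMB replicate 3, AMB control replicate 2 or AMB control replicate 3.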

Genes that were differentially regulated only in response to AMB had enrichments related to the down-regulation of RNA processing, protein folding and ER-to-Golgi transport (Figure 2). There were no biological enrichments identified among the AMB treatment up-regulated genes (Supplementary Table S4).

**FIGURE 2:**
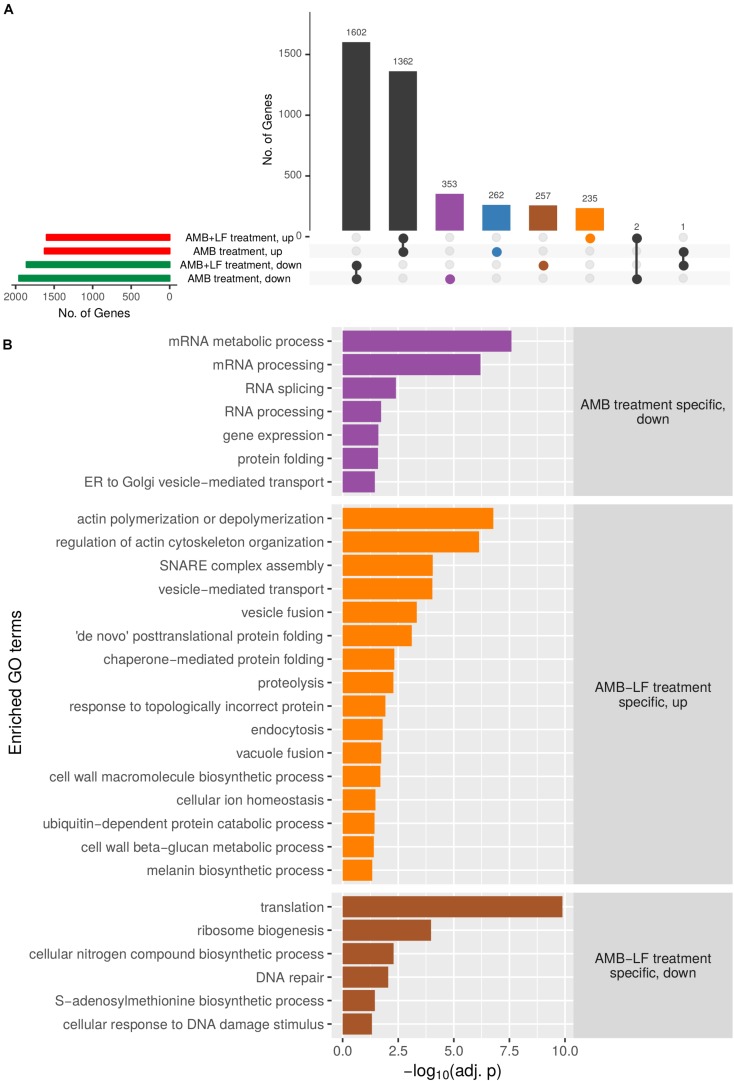
Upset plot analysis of genes differentially expressed in *C. neoformans* that are unique to AMB or AMB-LF treatment, and enriched biological process GO terms. **(A)** Sets analysis was used to analyze common and unique differentially expressed genes following AMB or AMB-LF treatments. The number of genes in each parameter (expressed in AMB/AMB-LF; up-/down-regulated, and their overlap) are represented as an UpSet plot (Lex et al., 2014). The horizontal bar graph on the left shows the number of genes with increased (red) or decreased (green) expression following AMB or AMB-LF treatments. The vertical bar graph shows the number of significantly differentially expressed genes (adjusted *p*-value < 0.05) from overlapping and non-overlapping parameters. Beneath the vertical bar graph is the combination matrix, where connected dots represent the overlap of parameters. The number of genes with significant changes in expression in both AMB and AMB-LF treatment are represented by black vertical bars. Differentially expressed genes unique to AMB treatment are represented by blue (up-regulated) and purple (down-regulated) bars, respectively, while unique AMB-LF genes are represented by orange (up-regulated) and brown (down-regulated) bars, respectively. **(B)** The four subsets of genes were independently analyzed to identify enriched biological process GO terms, with a representative listed on the *y*-axis. The *x*-axis indicates the level of enrichment, given as the negative log of the adjusted *p*-value. Genes with increased expression in AMB-LF treatment only (orange) highlight processes relating to the ER, Golgi and vacuole, including protein-folding, proteolysis, endocytosis, actin cytoskeleton organization, vacuole fusion, and cellular ion homeostasis. Decreased expression unique to AMB-LF treatment (brown) includes protein translation and DNA repair processes, indicating a slowing of DNA replication and translation. AMB treatment (purple) resulted in decreased expression of genes involved in transcription, translation and ER-to-Golgi transport. No biological enrichments were found for up-regulated genes unique to AMB treatment. The results suggest repression of ER-to-Golgi transport in response to AMB treatment, with an induction in ER and Golgi activity upon AMB-LF treatment.

### SOMs Analysis Indicates AMB-LF Disrupts Iron Transmembrane Transport in *C. neoformans*

To investigate whether differentially expressed genes were co-expressed, we grouped transcripts with similar expression patterns using SOMs and analyzed these for the enrichment of biological process GO terms (Figure 3 and Supplementary Tables S6, S7). From this, we focused on clusters that included responses related to metal homeostasis, stress and ER-associated functions (Figure 3B), which we had found to differ between AMB and AMB-LF treatment (Figures 1, 2).

**FIGURE 3:**
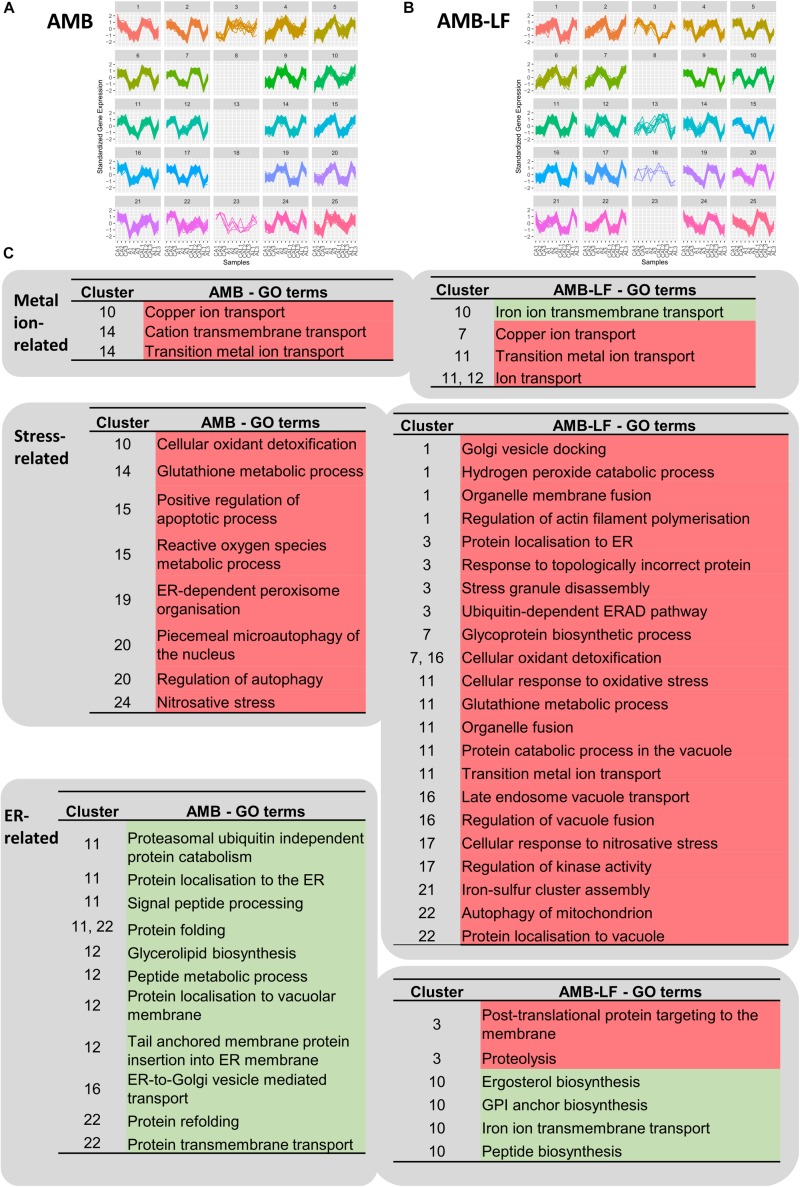
Self-organizing map (SOM) analysis of transcripts related to metal ions, stress and the endoplasmic reticulum. Independent SOMs are used to group co-expressed genes that were differentially expressed in *C. neoformans* in response to **(A)** AMB and **(B)** AMB-LF treatment. For each SOMs cluster, the *y*-axis denotes the standardized gene expression levels and the *x*-axis shows the 11 experimental samples: biological replicates of the control for AMB treatment (CA1-3), AMB treatment (A1-3), control for AMB-LF treatment (CAL1-3), and AMB-LF treatment (AL1-2). Each differentially expressed gene is represented by a line within each cluster, with clusters grouping genes with similar expression profiles that may be co-expressed and therefore potentially co-regulated. Clusters are organized and numbered from top left to bottom right. Empty clusters have no transcripts. **(C)** Enriched GO terms for AMB (left) and AMB-LF (right) treatment that are related to metal ions, stress and ER, and their associated SOMs clusters. Under AMB-LF synergy, stress responses occur across multiple clusters indicating a generalized cellular stress response, and these are linked with ER-Golgi-vacuole trafficking and proteolysis, suggesting a disruption of protein and lipid synthesis, sorting and trafficking. Further details of the GO terms and genes associated with clusters are given in Supplementary Tables S6, S7.

Self-organizing maps analysis indicated a general up-regulation of genes in enrichments related to metal homeostasis for both AMB and AMB-LF treatments. Enrichments related to copper and metal ion transport were seen for both treatments, with the genes making up the enrichments encoding iron, zinc and copper transporters (Figure 3B). 

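Of 8 tested genes of iron uptake, 3 rose and 1 fell with AMB and 2 rose and 1 fell with AMB-LF (2 and 3 with all 12 libraries, including AMB-LF replicate 2, which the paper left out as an outlier). The siderophore transporter SIT1 rose by 0.94 ± 0.15 with AMB-LF (1.08). The ferroxidase matched to *S. cerevisiae* FET3 (CNAG_07865), which oxidizes iron for uptake, rose by 0.31 ± 0.09 with AMB (adjusted p = 0.0151) and was at 0.10 ± 0.10 with AMB-LF (0.00). Of 2 listed genes of copper and zinc, the zinc transporter CNAG_02806 rose with both treatments. The copper chaperone ATX1 (CNAG_02434), which hands copper to transporters inside the cell, fell with AMB, at −0.27 ± 0.09, and was at −0.21 ± 0.10 with AMB-LF (−0.24, adjusted p = 0.103). The counts were the same when adjusted over the list alone. Calls are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. FET3 no longer passed with AMB with all 12 libraries, with upper-quartile scaling or at 0.26 without AMB control replicate 1, and was at −0.04 with AMB-LF without AMB-LF replicate 3. ATX1 no longer passed with AMB at −0.24 to −0.28 without AMB replicate 1, 2 or 3 or AMB control replicate 2 or 3, and passed with AMB-LF with all 12 libraries or at −0.37 without AMB-LF replicate 3. CNAG_02806 no longer passed with AMB with all 12 libraries or without AMB replicate 1 or AMB control replicate 3, at 0.38 to 0.39, nor with AMB-LF without AMB-LF replicate 1. With AMB, 1 iron gene rose without AMB control replicate 1, none fell with all 12 libraries or without AMB replicate 1, AMB replicate 3, AMB control replicate 2 or AMB control replicate 3, and 2 fell without AMB-LF replicate 1 or 3. With AMB-LF, 1 rose without AMB-LF replicate 1, none fell without AMB-LF replicate 1 or AMB-LF control replicate 3, 2 fell without AMB replicate 2 or 3, and 3 fell without AMB-LF replicate 3.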

There was down-regulation of genes related to iron ion transmembrane transport in AMB-LF that was not seen with AMB alone. These genes were co-expressed with protein and ergosterol synthesis in cluster 10 of the AMB-LF SOM (Figure 3B), suggesting a disruption in the synthesis of iron transport proteins.

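The iron transporter matched to *S. cerevisiae* SMF1 and SMF3 (CNAG_05640, chromosome 14 from 850377 to 853461), of a family that carries iron and manganese ions across membranes, changed by −0.72 ± 0.22 with AMB-LF (−0.92 with all 12 libraries, including AMB-LF replicate 2, which the paper left out as an outlier) and by −0.58 ± 0.19 with AMB. It had 207 ± 65.2 CPM with AMB-LF and 342 ± 57 in its control (SD, n = 2 and 3), and 196 ± 26.9 with AMB and 293 ± 42.9 in its control (SD, n = 3 and 3). The adjusted p-values were 0.0199 and 0.0282 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The difference between the responses was −0.14 ± 0.29, with an unadjusted p of 0.633 and an adjusted p of 0.999. No listed gene of iron uptake passed for that difference, also adjusted over the list alone. CNAG_05640 no longer passed with AMB-LF at −0.43 to −0.66 without AMB-LF replicate 1 or AMB-LF control replicate 2 or 3, nor with AMB with all 12 libraries or at −0.48 to −0.58 without AMB replicate 1 or 3 or AMB control replicate 2 or 3. With 1, 2 or 3 unwanted factors removed its log2 fold change was 0.15, 0.11 and 0.25 with AMB and 0.10, 0.04 and 0.09 with AMB-LF. It was at −0.43 with AMB-LF without AMB-LF replicate 1, where the difference was 0.15, and at −1.08 without AMB-LF replicate 3.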

### AMB-LF Synergy Increases Global Cellular Stress in *C. neoformans* and This Is Associated With Golgi and ER-Related Processes

For both AMB and AMB-LF treatment, analysis of co-expressed enrichments found stress-related responses to be induced and enriched across multiple different SOMs clusters. For example, in the AMB response terms related to free radical detoxification, oxidative and nitrosative stress and glutathione metabolism were enriched in clusters 10, 14, 15, 19, and 24, and similar terms were enriched in clusters 1, 7, 11, 16, and 17 in the AMB-LF response (Figure 3B). This suggests that stress is generalized across the cell and is not associated with any particular biological process.

Similar to previous studies, our analysis indicated that AMB induces responses linked to oxidative and nitrosative stress in *C. neoformans* (Ferreira et al., 2013). 

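With AMB, 5 of 7 listed genes of oxidant detoxification rose and none fell. The catalases CAT2 (CNAG_05256) and CAT4 (CNAG_05015) rose by 0.86 ± 0.13 and 1.24 ± 0.20, and the cytochrome c peroxidase CCP1 (CNAG_01138), which removes hydrogen peroxide in mitochondria, by 0.61 ± 0.14. Of 3 genes of glutathione metabolism, 2 rose. The glutathione S-transferase GST3 (CNAG_01893), which joins glutathione to toxic compounds, rose by 1.28 ± 0.22, and the glutathione S-transferase matched to *S. cerevisiae* URE2 (CNAG_04110) by 0.46 ± 0.12. The counts were the same when adjusted over the list alone, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. URE2's match did not pass with all 12 libraries, at 0.45, so that 1 glutathione gene rose. The list for nitrosative stress held no gene.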

ER-dependent peroxisome organization, where peroxisomes form in response to hydrogen peroxide production from fatty oxidation, was also induced in response to AMB (cluster 19) along with autophagy (cluster 20) and apoptotic processes (cluster 15).

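With AMB, all 3 listed peroxisomal genes rose. PXA2 (CNAG_02764) and CNAG_00651, both matched to the *S. cerevisiae* transporter that brings fatty acids into peroxisomes, rose by 0.36 ± 0.09 and 0.55 ± 0.13. Of 4 listed genes of autophagy, the kinase matched to ATG1 (CNAG_05005), which starts autophagy, rose by 0.95 ± 0.18 and its partner matched to ATG13 (CNAG_00778) by 0.35 ± 0.11, and none fell. The counts were the same when adjusted over the list alone. Calls are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. ATG13 no longer passed at 0.25 to 0.34 without AMB replicate 3 or AMB control replicate 2 or 3, so that 1 autophagy gene rose. The list for apoptosis held no gene.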

Oxidative and nitrosative stress, glutathione metabolism and autophagy were likewise induced in response to AMB-LF (clusters 1, 7, 11, 16, 17, and 22), however, these and other stress responses were co-enriched with processes related to protein synthesis and transit through the ER (Figure 3B). 

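With AMB-LF, GST3 (CNAG_01893) rose by 1.67 ± 0.24 (2.06 with all 12 libraries, including AMB-LF replicate 2, which the paper left out as an outlier) and the glutathione S-transferase matched to *S. cerevisiae* URE2 (CNAG_04110) by 0.54 ± 0.13 (0.72). They are 2 of 3 listed genes of glutathione metabolism. Of 4 listed genes of autophagy, 3 rose and none fell, from 11 or 12 libraries, with the kinase matched to ATG1 (CNAG_05005) at 1.09 ± 0.20 (1.53) and the match of ATG13 (CNAG_00778) at 0.56 ± 0.13 (0.53). All 3 listed peroxisomal genes rose, with PXA2 (CNAG_02764) at 0.47 ± 0.10 (0.39). The counts were the same when adjusted over the list alone, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. No member of these lists passed for the difference between the responses. Of these lists, 1 glutathione gene and 1 peroxisomal gene rose without AMB-LF replicate 1. GST3, the match of URE2 and the match of ATG1 were then at 1.06, 0.44 and 0.67, and the match of URE2 no longer passed.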

Induction of the enrichment related to stress granules (cluster 3), which are assemblies of untranslated messenger ribonucleoproteins (Protter and Parker, 2016), suggests stress may be resulting from disrupted protein translation. 

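Of 6 genes of stress granules and mRNA decay, 1 rose and 3 fell with AMB-LF (1 and 4 with all 12 libraries, including AMB-LF replicate 2, which the paper left out as an outlier). The pumilio protein matched to *S. cerevisiae* JSN1 (CNAG_01360), which binds mRNA, rose by 0.66 ± 0.13 (0.80). The RNA helicase matched to DED1 (CNAG_00809), which helps translation start and enters stress granules, changed by −1.03 ± 0.24 (−1.31), and LSM3 (CNAG_00781), of mRNA decay, by −0.39 ± 0.11 (−0.50). The poly-A-binding protein CNAG_04441 was at −0.27 ± 0.11 (adjusted p = 0.0662) and passed with all 12 libraries, at −0.39. With AMB, 1 rose and 2 fell. With AMB-LF 1 rose and 4 fell adjusted over the list alone. The counts with AMB were the same. Calls are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which passed no member for the difference between the responses. Only 1 fell with AMB-LF without AMB-LF replicate 1 or AMB-LF control replicate 2. LSM3 no longer passed at −0.28 to −0.35 without AMB-LF replicate 1 or AMB-LF control replicate 2. Without AMB replicate 2 or 3 or AMB control replicate 2, 1 fell with AMB. With AMB-LF, the matches of DED1 and JSN1 were at −0.65 and 0.42 without AMB-LF replicate 1, and that of DED1 at −1.57 without AMB-LF replicate 3.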

ER stress was further suggested in cluster 3 by induced enrichments related to topologically incorrect proteins and the ERAD (ER-associated protein degradation) response, which is activated by the accumulation of misfolded proteins (Stolz and Wolf, 2010). Across other SOMs clusters, enrichments related to Golgi-related protein processing and trafficking to the vacuole, such as Golgi vesicle docking (cluster 1), glycoprotein biosynthesis (cluster 7), endosome vacuole transport (cluster 16), and protein catabolism in the vacuole (cluster 11) were induced and associated with stress responses. The overall relation of stress responses across different clusters and biological processes indicates that AMB-LF treatment induces substantially more stress than AMB alone. 

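The SD of the log2 fold changes over all tested genes was 0.90 with AMB-LF and 0.76 with AMB, and 1.12 and 0.76 with all 12 libraries, including AMB-LF replicate 2, which the paper left out as an outlier. More than 2-fold, 1146 genes were called with AMB-LF and 947 with AMB, and 1725 and 872 with all 12 libraries. The order turned without AMB-LF replicate 1, with an SD of 0.61 with AMB-LF and 0.76 with AMB, and 508 and 953 genes called more than 2-fold. Without AMB-LF replicate 3, which leaves AMB-LF replicate 1, the SDs were 1.16 and 0.76 and the genes 1789 and 953. The genes shared by both treatments had a median log2 fold change of 0.91 with AMB-LF and 0.84 with AMB where they rose, and of −0.70 and −0.64 where they fell. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, no gene passed for the difference between the responses (smallest adjusted p = 0.999). None passed with all 12 libraries either, where 207 genes had an unadjusted p under 0.05. Without AMB-LF replicate 3, 60 genes were higher and 7 lower in the AMB-LF response. The paper takes the relation of stress responses across clusters and processes as a sign that AMB-LF induces more stress than AMB alone, and it proposes that adding LF to AMB disrupts protein and lipid synthesis, with misfolded proteins inducing sorting and trafficking.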

Although enrichments related to the induction of apoptosis were not evident in the AMB-LF SOMs data, apoptosis was up-regulated in the functional enrichment profile for this treatment overall (Figure 1), further supporting the notion that the addition of LF to AMB substantially enhances cellular stress.

### Addition of LF to AMB Disrupts Biosynthetic, Folding, Sorting and Transport Processes Undertaken by the ER and Golgi and Induces Protein Trafficking

ER- and Golgi-related processes were enriched across different SOMs clusters following both AMB and AMB-LF treatment (Figure 3). 

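With AMB, the translocation protein SEC63 (CNAG_02937, chromosome 3 from 397134 to 399744), which helps bring new proteins into the ER, was at a log2 fold change of −0.21 ± 0.12 (adjusted p = 0.155). The Hsp70 annotated as glucose-regulated protein, SSA1 (CNAG_06443), the only gene of the list for ER protein folding, was at −0.43 ± 0.19 (adjusted p = 0.0819), and passed at −0.57 without AMB replicate 2. The only listed gene of the proteasome, matched to *S. cerevisiae* NAS2 (CNAG_07353), which helps assemble it, was at −0.08 ± 0.11 (adjusted p = 0.568). None of these genes passed over all genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the list alone, which for a list of 1 gene is its unadjusted p, SSA1 passed and the others did not. The lists for glycosylation and ER-associated degradation held none.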

For AMB treatment, these enrichments likely reflect a down-regulation in protein sorting and trafficking through the secretory pathway, and include localization of protein to the ER (cluster 11), ER processes such as glycerolipid biosynthesis, protein folding and signal peptide processing for translocation (cluster 11, 12, and 22), and vesicle mediated transport to the Golgi (cluster 16). This AMB-mediated repression of protein biosynthesis and sorting processes in *C. neoformans* is consistent with the transcriptome responses to AMB seen for *S. cerevisiae* and *C. albicans* (Zhang et al., 2002; Agarwal et al., 2003; Liu et al., 2005). Other enrichments associated with proteasomal protein degradation and localization to the vacuole membrane were also down-regulated in clusters 11 and 12.

Up- and down-regulation of ER- and Golgi-related functional enrichments were observed in response to AMB-LF treatment (Figure 3B). 

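With AMB-LF, the phospholipid methyltransferase matched to *S. cerevisiae* OPI3 (CNAG_06839), which makes phosphatidylcholine, changed by −0.56 ± 0.11 (−0.68 with all 12 libraries, including AMB-LF replicate 2, which the paper left out as an outlier). The ethanolaminephosphotransferase matched to EPT1 (CNAG_06543), which makes phosphatidylethanolamine, changed by −0.48 ± 0.17 (−0.55). These are the 2 listed genes of glycerolipid biosynthesis, and both fell, from 11 or 12 libraries. The mevalonate enzyme MVD1 (CNAG_05125), matched to *S. cerevisiae*, changed by −0.61 ± 0.17 with AMB-LF (−0.75) and by −0.64 ± 0.15 with AMB. Of 2 listed genes of GPI anchor biosynthesis, neither passed with AMB-LF, and 1 fell with all 12 libraries. The counts were the same adjusted over the list alone, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. EPT1's match no longer passed at −0.36 to −0.43 without AMB-LF replicate 1 or AMB-LF control replicate 2 or 3, nor with replicate number as a block, and MVD1 without AMB-LF replicate 1. MVD1 was then at −0.37.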

Similar to AMB treatment, ER- and Golgi-related processes were repressed, including synthesis of lipids, peptides, glycosylphosphatidylinositol (GPI) anchors and proteins involved in iron transport that require GPI modifications, which were all co-expressed in cluster 10. The exception was glycoprotein synthesis, which was induced in cluster 7. Unlike the response to AMB treatment, however, protein trafficking was induced and SOMs enrichments reflected three routes of transport from the ER and Golgi that were co-enriched with stress responses. ER-to-Golgi transport through the secretory pathway was suggested by enrichments involving localization of proteins to the ER and Golgi vesicle docking in clusters 1 and 3. The enrichment relating to endosome-to-vacuole transport in cluster 16 suggests Golgi-to-vacuole trafficking of proteins for storage or degradation. ER-to-cytosol transport-related enrichments were co-enriched in cluster 3 and reflect ERAD activation, which catalyzes the transport of misfolded proteins between the ER and the cytosol for proteolysis (Stolz and Wolf, 2010). The difference in regulation of ER and Golgi functions seen between AMB and AMB-LF treatments suggests that the addition of LF to AMB disrupts cellular protein and lipid synthesis, with misfolded proteins inducing sorting and trafficking.

## Discussion

The current study follows our analysis of AMB-LF synergy in *S. cerevisiae*, which was undertaken to allow a detailed analysis of synergy using the extensive genetic and bioinformatic resources that are available for yeast. We chose ID_20_ for both studies, where growth had been inhibited by 20% compared to the untreated control, and hypothesized that synergy would be mediated by similar mechanisms that could be used to find novel drug targets that are conserved across fungal species (Pang et al., 2017). However, to our surprise we have found synergy to occur via two different and opposing mechanisms, with dysregulation of the metal ion response and down-regulation of stress in *Saccharomyces*, and up-regulation of cellular stress in *Cryptococcus*. For the former, we suggested that the independent assaults by AMB and LF resulted in stress pathway interference, preventing the *S. cerevisiae* cells from sensing and responding to toxic stress in an appropriate way (Pang et al., 2017). For *Cryptococcus*, we propose that the combined agents result in excessive oxidative and nitrosative damage and an up-regulation of autophagy that results from increased ERAD and ER-Golgi-vacuole trafficking and disrupted protein and lipid biosynthesis. A model of the responses of both species to AMB and AMB-LF that summarizes the data overall and the results shown in Figures 1–3 is presented in Figure 4.

**FIGURE 4:**
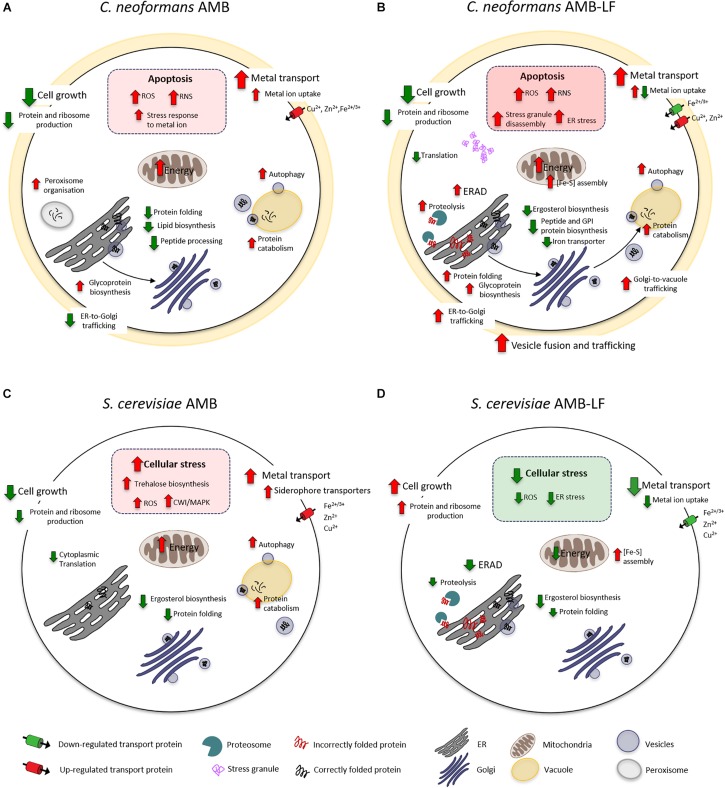
A model of AMB-LF synergy in *Cryptococcus neoformans* and *Saccharomyces cerevisiae*. Diagrams of the cellular response to AMB treatment and AMB-LF treatment in *C. neoformans* **(A,B)** and *S. cerevisiae* **(C,D)**. In all cases the transcriptome was analyzed at ID_20_ relative to the untreated control. While the response to AMB was similar overall in both species **(A,C)**, AMB-LF synergy was mediated by opposing processes. The up-regulation of stress-related processes in *C. neoformans* suggests cells are killed by overwhelming cellular stress **(B)**, while down-regulation of these processes and up-regulation of cell growth in *S. cerevisiae* suggests the addition of LF prevents the cell from mounting an appropriate stress response **(D)**.

Amphotericin B has a broad spectrum of activity against yeasts and molds. AMB binds membrane ergosterol, and it is widely accepted that antifungal activity is mediated by the disruption of cellular integrity (Mesa-Arango et al., 2012). However, recent studies in yeast indicate that AMB can also enter cells and uses autophagy-dependent transport to the vacuole, which it then damages and disrupts (Yoshioka et al., 2016). AMB also induces oxidative and nitrosative stress (Liu et al., 2005; Ferreira et al., 2013), and killing in *C. neoformans* involves induction of an oxidative burst (Sangalli-Leite et al., 2011). Our transcriptomic data for AMB alone are in good agreement with these studies, with induction of ROS and the overall stress response and an up-regulation of autophagy and vacuole-mediated protein catabolism seen in both *Cryptococcus* and *Saccharomyces*. In addition, AMB caused an up-regulation of genes related to metal ion transport and energy production and down-regulation of cell growth, protein and ribosome production and ergosterol biosynthesis in both species (Figures 4A,C), which are strong indicators of cellular inhibition and response to membrane stress (Liu et al., 2005).

Like AMB, LF appears to bind to and disrupt cell membranes, which together with the ability to sequester iron is important in its antimicrobial activity. Unbiased ‘omics approaches have not been used to study the fungal response to LF, and at the FIC levels used here LF does not affect the transcriptome (Pang et al., 2017). However, analysis of the apoptotic response of *Saccharomyces* to LF found inhibition requires *de novo* protein synthesis and energy, with LF causing mitochondrial dysfunction resulting in ROS accumulation (Acosta-Zaldívar et al., 2016). LF targeting of ER and Golgi processes has not been assessed in current literature. However, our finding of up-regulated terms related to ERAD and vesicle trafficking with autophagy, which were co-expressed and linked to the up-regulation of misfolded proteins and proteolysis and the accumulation of stress granules, together with the down-regulation of ergosterol, GPI anchor and iron transporter synthesis (Figure 4B), suggest disrupted protein and lipid biosynthesis are likely to be an important component of LF-mediated synergy in *Cryptococcus*.

Also in common with AMB, LF is a natural product with multiple biological functions (Fernandes and Carter, 2017). In addition to being antimicrobial, LF has anti-tumor and anti-oxidant properties and it can both stimulate and repress the inflammatory response to infection (Drago-Serrano et al., 2017), presumably by differential binding to receptors on target cell surfaces and subsequent uptake (Suzuki et al., 2005). There is emerging evidence that following binding, LF can enter microbial cells and interact directly with intracellular targets (Frontera et al., 2018). Furthermore, proteolysis results in the production of cationic peptides, in particular lactoferricin and lactoferrampin, that have even greater antimicrobial activity than intact LF (Sinha et al., 2013). Thus, LF activity toward fungi is likely to be complex and multifactorial: secreted fungal enzymes may digest LF to a greater or lesser extent, and whole LF along with lactoferricin, lactoferrampin and potentially other peptides may interact with variable receptors on the fungal cell membrane and disrupt a range of intracellular processes. Any of these processes may differ between *Saccharomyces* and *Cryptococcus* and account for their opposing responses to AMB-LF synergy.

The ‘omics approach used here provides a whole-of-organism view of the response to the drug combination (Mack et al., 2018), and clustering transcripts by SOMs identified co-expressed genes that enable identification of stress-response pathways (Hudson et al., 2012). However, the transcriptome is an indirect assessment of cellular changes, and validation studies are required to determine if the assignment of biological terms based on differential gene expression translates to actual cellular processes. With the pressing need to find new ways to treat fungal infections, understanding how synergy works will be valuable for both augmenting existing therapies and for developing novel, effective antifungal strategies.

## Conclusion

We conclude that a phenotypically similar outcome to drug synergy is mediated by distinctly different pathways in *Saccharomyces* and *Cryptococcus*. The current study indicates that the combined assaults of AMB and LF produce overwhelming stress to the *C. neoformans* cell due to a disruption of protein and lipid biosynthesis that results in the up-regulation of ERAD, trafficking from the ER to the Golgi to the vacuole, with autophagy and apoptosis. The current study suggests LF or LF-derived peptides have potential to augment AMB and lower the required dose, thereby both improving efficacy and reducing toxicity.

## Data Availability Statement

The datasets generated for this study can be found in the NCBI Gene Expression Omnibus (GEO) accession number GSE130375.

## Author Contributions

DC, MW, and SC conceived the study, obtained grant funding, oversaw the work, and assisted with the data analysis. Y-WL undertook all laboratory work and analysis with supervision from DC, LC, and SC. CP undertook all bioinformatic analyses with supervision from MW. Y-WL, CP, and DC drafted the manuscript. MW, SC, and LC commented and edited the drafts. All authors read and approved the submitted version of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] AbassiM.BoulwareD. R.RheinJ. (2015). Cryptococcal meningitis: diagnosis and management update. *Curr. Trop. Med. Rep.* 2 90–99. 10.1007/s40475-015-0046-y 26279970PMC4535722

[B2] Acosta-ZaldívarM.AndrésM. T.RegoA.PereiraC. S.FierroJ. F.Côrte-RealM. (2016). Human lactoferrin triggers a mitochondrial- and caspase-dependent regulated cell death in *Saccharomyces cerevisiae*. *Apoptosis* 21 163–173. 10.1007/s10495-015-1199-9 26577769

[B3] AgarwalA. K.RogersP. D.BaersonS. R.JacobM. R.BarkerK. S.ClearyJ. D. (2003). Genome-wide expression profiling of the response to polyene, pyrimidine, azole, and echinocandin antifungal agents in *Saccharomyces cerevisiae*. *J. Biol. Chem.* 278 34998–35015. 10.1074/jbc.m306291200 12824174

[B4] BasenkoE. Y.PulmanJ. A.ShanmugasundramA.HarbO. S.CrouchK.StarnsD. (2018). FungiDB: an integrated bioinformatic resource for fungi and oomycetes. *J. Fungi* 4:E39. 10.3390/jof4010039 30152809PMC5872342

[B5] BenjaminiY.HochbergY. (1995). Controlling the false discovery rate: a practical and powerful approach to multiple testing. *J. R. Stat. Soc. Series B Methodol.* 57 289–300. 10.1111/j.2517-6161.1995.tb02031.x

[B6] BinnsD.DimmerE.HuntleyR.BarrellD.O’DonovanC.ApweilerR. (2009). QuickGO: a web-based tool for gene ontology searching. *Bioinformatics* 25 3045–3046. 10.1093/bioinformatics/btp536 19744993PMC2773257

[B7] BrownG. D.DenningD. W.GowN. A. R.LevitzS. M.NeteaM. G.WhiteT. C. (2012). Hidden killers: human fungal infections. *Sci. Transl. Med.* 4:165rv13. 10.1126/scitranslmed.3004404 23253612

[B8] BuchfinkB.XieC.HusonD. H. (2015). Fast and sensitive protein alignment using diamond. *Nat. Methods* 12 59–60. 10.1038/nmeth.3176 25402007

[B9] DayJ. N.ChauT. T. H.WolbersM.MaiP. P.DungN. T.MaiN. H. (2013). Combination antifungal therapy for cryptococcal meningitis. *N. Engl. J. Med.* 368 1291–1302.2355066810.1056/NEJMoa1110404PMC3978204

[B10] Drago-SerranoM.Campos-RodríguezR.CarreroJ.De La GarzaM. (2017). Lactoferrin: balancing ups and downs of inflammation due to microbial infections. *Int. J. Mol. Sci.* 18:E501. 10.3390/ijms18030501 28257033PMC5372517

[B11] EdgarR.DomrachevM.LashA. E. (2002). Gene expression omnibus: NCBI gene expression and hybridization array data repository. *Nucleic Acids Res.* 30 207–210. 10.1093/nar/30.1.207 11752295PMC99122

[B12] FalconS.GentlemanR. (2007). Using GOstats to test gene lists for GO term association. *Bioinformatics* 23 257–258. 10.1093/bioinformatics/btl567 17098774

[B13] FernandesK. E.CarterD. A. (2017). The antifungal activity of lactoferrin and its derived peptides: mechanisms of action and synergy with drugs against fungal pathogens. *Front. Microbiol.* 8:2. 10.3389/fmicb.2017.00002 28149293PMC5241296

[B14] FerreiraG. F.Baltazar LdeM.SantosJ. R.MonteiroA. S.FragaL. A.Resende-StoianoffM. A. (2013). The role of oxidative and nitrosative bursts caused by azoles and amphotericin B against the fungal pathogen *Cryptococcus gattii*. *J. Antimicrob. Chemother.* 68 1801–1811. 10.1093/jac/dkt114 23612570

[B15] FischerS.BrunkB. P.ChenF.GaoX.HarbO. S.IodiceJ. B. (2011). Using OrthoMCL to assign proteins to OrthoMCL-DB groups or to cluster proteomes into new ortholog groups. *Curr. Protoc. Bioinformatics* 12 1–19.10.1002/0471250953.bi0612s35PMC319656621901743

[B16] FronteraL. S.MoyanoS.QuassolloG.Lanfredi-RangelA.RópoloA. S.TouzM. C. (2018). Lactoferrin and lactoferricin endocytosis halt *Giardia* cell growth and prevent infective cyst production. *Sci. Rep.* 8:18020. 10.1038/s41598-018-36563-1 30575774PMC6303297

[B17] GotzS.Garcia-GomezmJ. M.TerolJ.WilliamsT. D.NagarajS. H.NuedaM. J. (2008). High-throughput functional annotation and data mining with the Blast2GO suite. *Nucleic Acids Res.* 36 3420–3435. 10.1093/nar/gkn176 18445632PMC2425479

[B18] HudsonN. J.DalrympleB. P.ReverterA. (2012). Beyond differential expression: the quest for causal mutations and effector molecules. *BMC Genomics* 13:356. 10.1186/1471-2164-13-356 22849396PMC3444927

[B19] KimD.LangmeadB.SalzbergS. L. (2015). HISAT: a fast spliced aligner with low memory requirements. *Nat. Methods* 12 357–360. 10.1038/nmeth.3317 25751142PMC4655817

[B20] LaiY. W.CampbellL. T.WilkinsM. R.PangC. N.ChenS.CarterD. A. (2016). Synergy and antagonism between iron chelators and antifungal drugs in *Cryptococcus*. *Int. J. Antimicrob. Agents* 48 388–394. 10.1016/j.ijantimicag.2016.06.012 27474467

[B21] LexA.GehlenborgN.StrobeltH.VuillemotR.PfisterH. (2014). UpSet: visualization of intersecting sets. *IEEE Trans. Vis. Comput. Graph.* 20 1983–1992. 10.1109/TVCG.2014.2346248 26356912PMC4720993

[B22] LiaoY.SmythG. K.ShiW. (2014). Featurecounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* 30 923–930. 10.1093/bioinformatics/btt656 24227677

[B23] LiuT. T.LeeR. E.BarkerK. S.LeeR. E.WeiL.HomayouniR. (2005). Genome-wide expression profiling of the response to azole, polyene, echinocandin, and pyrimidine antifungal agents in *Candida albicans*. *Antimicrob. Agents Chemother.* 49 2226–2236. 10.1128/aac.49.6.2226-2236.2005 15917516PMC1140538

[B24] MackS. G.TurnerR. L.DwyerD. J. (2018). Achieving a predictive understanding of antimicrobial stress physiology through systems biology. *Trends Microbiol.* 26 296–312. 10.1016/j.tim.2018.02.004 29530606

[B25] Mesa-ArangoA. C.ScorzoniL.ZaragozaO. (2012). It only takes one to do many jobs: amphotericin B as antifungal and immunomodulatory drug. *Front. Microbiol.* 3:286. 10.3389/fmicb.2012.00286 23024638PMC3441194

[B26] PangC. N.LaiY. W.CampbellL. T.ChenS. C.CarterD. A.WilkinsM. R. (2017). Transcriptome and network analyses in *Saccharomyces cerevisiae* reveal that amphotericin B and lactoferrin synergy disrupt metal homeostasis and stress response. *Sci. Rep.* 7:40232. 10.1038/srep40232 28079179PMC5228129

[B27] PerfectJ. R.DismukesW. E.DromerF.GoldmanD. L.GraybillJ. R.HamillR. J. (2010). Clinical practice guidelines for the management of cryptococcal disease: 2010 update by the Infectious diseases society of America. *Clin. Infect. Dis.* 50 291–322. 10.1086/649858 20047480PMC5826644

[B28] ProtterD. S. W.ParkerR. (2016). Principles and properties of stress granules. *Trends Cell Biol.* 26 668–679. 10.1016/j.tcb.2016.05.004 27289443PMC4993645

[B29] R Core Team (2019). *R: A Language and Environment for Statistical Computing.* Vienna: R Foundation for Statistical Computing.

[B30] RissoD.NgaiJ.SpeedT. P.DudoitS. (2014). Normalization of RNA-seq data using factor analysis of control genes or samples. *Nat. Biotechnol.* 32 896–902. 10.1038/nbt.2931 25150836PMC4404308

[B31] Sangalli-LeiteF.ScorzoniL.Mesa-ArangoA. C.CasasC.HerreroE.GianinniM. J. (2011). Amphotericin B mediates killing in *Cryptococcus neoformans* through the induction of a strong oxidative burst. *Microbes Infect.* 13 457–467. 10.1016/j.micinf.2011.01.015 21310262

[B32] Santos-GandelmanJ.Machado-SilvaA. (2019). Drug development for cryptococcosis treatment: what can patents tell us? *Mem. Inst. Oswaldo Cruz* 114:e180391. 10.1590/0074-02760180391 30726342PMC6358010

[B33] SinhaM.KaushikS.KaurP.SharmaS.SinghT. P. (2013). Antimicrobial lactoferrin peptides: the hidden players in the protective function of amultifunctional protein. *Int. J. Pept.* 2013 1–12. 10.1155/2013/390230 23554820PMC3608178

[B34] StolzA.WolfD. H. (2010). Endoplasmic reticulum associated protein degradation: a chaperone assisted journey to hell. *Biochim. Biophys. Acta Mol. Cell Res.* 1803 694–705. 10.1016/j.bbamcr.2010.02.005 20219571

[B35] SuzukiY. A.LopezV.LönnerdalB. (2005). Mammalian lactoferrin receptors: structure and function. *Cell. Mol. Life Sci.* 62 2560–2575. 10.1007/s00018-005-5371-1 16261254PMC11139119

[B36] UniProt Consortium (2019). UniProt: a worldwide hub of protein knowledge. *Nucleic Acids Res.* 47 D506–D515. 10.1093/nar/gky1049 30395287PMC6323992

[B37] UpadhyaR.CampbellL. T.DonlinM. J.AuroraR.LodgeJ. K. (2013). Global transcriptome profile of *Cryptococcus neoformans* during exposure to hydrogen peroxide induced oxidative stress. *PLoS One* 8:e55110. 10.1371/journal.pone.0055110 23383070PMC3557267

[B38] VenkateshM. P.RongL. (2008). Human recombinant lactoferrin acts synergistically with antimicrobials commonly used in neonatal practice against coagulase-negative staphylococci and *Candida albicans* causing neonatal sepsis. *J. Med. Microbiol.* 57 1113–1121. 10.1099/jmm.0.2008/001263-0 18719181

[B39] WehrensR.KruisselbrinkJ. (2018). Flexible Self-Organizing Maps in kohonen 3.0. *J. Stat. Softw.* 87 1–18.

[B40] YoshiokaM.YamadaK.YamaguchiY.OgitaA.FujitaK.-I.TanakaT. (2016). The fungicidal activity of amphotericin B requires autophagy-dependent targeting to the vacuole under a nutrient-starved condition in *Saccharomyces cerevisiae*. *Microbiology* 162 848–854. 10.1099/mic.0.000269 26940206

[B41] ZaremberK. A.CruzA. R.HuangC.-Y.GallinJ. I. (2009). Antifungal activities of natural and synthetic iron chelators alone and in combination with azole and polyene antibiotics against *Aspergillus fumigatus*. *Antimicrob. Agents Chemother.* 53 2654–2656. 10.1128/AAC.01547-08 19307370PMC2687209

[B42] ZhangL.ZhangY.ZhouY.AnS.ZhouY.ChengJ. (2002). Response of gene expression in *Saccharomyces cerevisiae* to amphotericin B and nystatin measured by microarrays. *J. Antimicrob. Chemother.* 49 905–915. 10.1093/jac/dkf001 12039882

# Supplementary material for: Different Pathways Mediate Amphotericin-Lactoferrin Drug Synergy in Cryptococcus and Saccharomyces
**Source:** Front Microbiol. 2019 Oct 1;10:2195. doi: 10.3389/fmicb.2019.02195
**Supplement:** Supplementary file 1

Supplementary Figure 1

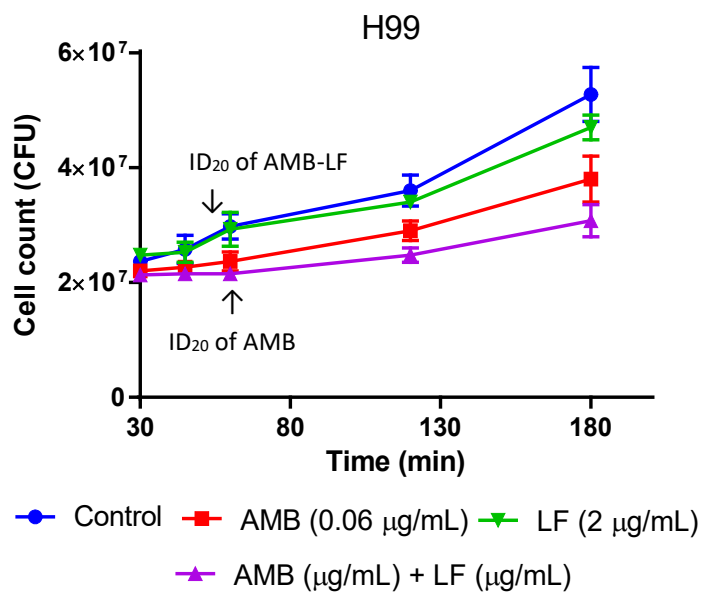

**Supplementary Figure 1. Inhibition of *C. neoformans* by AMB, LF and AMB-LF.** Drugs were added to a 50 mL culture containing  $2 \times 10^7$  cells/mL and samples were taken at 30, 45, 60, 120 and 180 min after the addition of drugs to assess level of inhibition. ID<sub>20</sub> occurred at 50 min for AMB-LF and 1 hr for AMB treatment. Data is shown as mean  $\pm$  standard error of the mean (SEM).

How the deposited data were processed for this re-analysis (not part of the article)

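The data are RNA counts of 12 cultures of *C. neoformans* H99, 3 each with AMB (60 min), its untreated control (60 min), AMB-LF (50 min) and its untreated control (50 min). The authors mapped the paired-end reads to the H99 genome with HISAT2 2.1.0 and counted reads per gene with featureCounts of Subread 1.6.4, and deposited these raw counts for 6975 genes. Whether the counting was strand-specific is not stated. The authors also deposited log2 CPM of 6811 genes in 11 libraries, scaled so that the upper quartile is equal in each, and a table of their edgeR log2 fold changes and FDR values, which are p-values adjusted by Benjamini-Hochberg. Each kind of file was checked for its unit. The raw counts are the input of the values given, and the authors' tables were used only for comparison.

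Counts were scaled by TMM and fitted in edgeR 4.0.16 under R 4.3.3 with group as a factor of 4 levels, with 7 residual degrees of freedom in 11 libraries. filterByExpr with a minimum count of 10 kept 6852 genes (6839 with all 12 libraries). Calls are from the quasi-likelihood F test at a Benjamini-Hochberg adjusted p below 0.05, with no threshold on fold change, and fold changes are edgeR's with its default prior count. An exact permutation test of single genes has a smallest 2-sided p of 0.1 with 3 against 3 libraries and 0.2 with 2 against 3, so the model's p-values are given. Comparisons were AMB and AMB-LF each against its control, the difference between these, the 2 sets of controls against each other and AMB-LF libraries against AMB libraries. AMB-LF replicate 2, which the paper left out as an outlier, is out of the fit and given beside it.

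Library totals were 8218172 to 11445843 counts. Libraries came from 2 sequencing lanes. The fit was tested on simulated data with 100 genes raised or lowered per treatment and size of change, in which it called 6 of 6638 unchanged genes with AMB and 4 with AMB-LF. In these simulated data a gene had the same spread in every group.

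Alternatives were RLE scaling, upper-quartile scaling, DESeq2 1.42.0, edgeR's likelihood ratio test, no filter (6965 genes) or at least 10 counts in every library (6713), only the 2 groups compared, all 12 libraries, lane, replicate number, both together, 1 to 3 unwanted factors by the RUV method for replicates, an adjusted p below 0.01 and leaving out each of the 11 libraries. The paper tested 0 to 6 unwanted factors and took the number with most genes, without giving it. Among 0 to 3 factors here, 0 gave the most genes, and it is the number used here. With 0 factors and upper-quartile scaling on the authors' genes, log2 fold changes differed from theirs by at most 0.00188 with AMB and 0.00423 with AMB-LF. With 1, 2 and 3 factors the correlation with theirs was 0.65, 0.63 and 0.61 with AMB. With AMB-LF it was 0.58, 0.56 and 0.55. These values argue against 1 to 3 factors of this form in the authors' table.

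Genes were named by a rule set before the data were examined, and those named outside it are given as chosen after their values were seen. For each treatment the 10 largest rises and falls among called genes with a known product whose libraries lie apart from all controls were taken, and for the difference the 8 highest and lowest that pass, of which there were none. The largest rise and fall of any annotation were added, as were the 3 members of each list with the smallest p in each comparison and the 2 most expressed. The rule gave 174 genes. Names and descriptions come from the 934 rows at hand of the 13800 of the paper's table, which name 603 genes, 597 of them tested and 520 with a description. From these, 46 lists set before the data were examined and 3 added by name were filled by patterns on the names, with 14 genes removed and 41 added by name, and 28 lists hold at least 3 genes. List members were counted, over all genes and adjusted over the list alone. Tests of a list against other genes (camera and fry, planned) were not run, since genes enter these rows by their match and not at random. Tables and plots were made with limma 3.58.1, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The *S. cerevisiae* data of the paper were not part of this series and were left out, as were the paper's GO terms, network and clusters, for which no table was at hand.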

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

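The tests of the 2 sets of controls against each other, of the size of the response, library size and abundant genes in AMB-LF replicate 2, and both tests of the unwanted factors were chosen only after the results were seen.

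Of 14 chaperones, 5 had a higher response with AMB-LF than with AMB, adjusted over the list alone. Over all 6852 genes none passed for this difference in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (smallest adjusted p = 0.999, 146 genes at an unadjusted p under 0.05), while DESeq2 called 7. Adjusted in the same way, 11 of the 14 were higher in the untreated controls at 60 min than in those at 50 min, which the paper does not compare. The 60 min controls of 10 of the 14 all lay above the 50 min controls, as did those of 12.8% of all genes, where chance gives 5%. The Hsp71-like CNAG_01727 was at 1.76 ± 0.26 and the match of SIS1 (CNAG_06106) at 1.02 ± 0.15 in this comparison of controls, and STI1's match (CNAG_00100), chosen after its values were seen, at 1.00 ± 0.22. No gene passed it over all genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (357 had an unadjusted p under 0.05, smallest adjusted p = 0.0797), while DESeq2 called 30 higher and 11 lower and edgeR's likelihood ratio test 24 in all. With replicate number as a block, the quasi-likelihood test called 11 higher and 1 lower, and it called more with only the controls in the fit.

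The tables argue against sequencing lane, since the median difference of the responses over the 14 genes was 0.80 with lane as a covariate and 0.82 without it. They argue against a single control library, since the median lay between 0.68, without AMB control replicate 2, and 0.90, without AMB control replicate 1. The median over the 14 genes was 0.81 between the 2 sets of controls and 0.00 between AMB-LF and AMB libraries (−0.10 with all 12 libraries, where the difference of the responses was 0.58). A candidate explanation is therefore that chaperone levels differed between the controls and not between the treated cultures. The controls differ in time of harvest and may differ in other handling, and LF and time change together in the treated libraries, so a response to LF that offset the effect of time stays open.

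DESeq2 called 7 genes as higher in the AMB-LF response, and none as lower. They are the chaperones CNAG_01727, CNAG_01750 and CNAG_06106 and 4 genes that the rows at hand do not name. Of these 4, CNAG_07447 had the largest value, at 3.69 ± 0.9, chosen after its values were seen. CNAG_07557, chosen in the same way, had the smallest adjusted p in DESeq2, of 0.00824, at 1.55 ± 0.32. The same gene was at 1.54 between the 2 sets of controls.

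AMB-LF replicate 2, which the paper left out, had the largest slope of the AMB-LF libraries on the response to AMB, at 1.88. The 6 controls lay between −0.0889 and 0.166, where each control is part of the mean it is set against. Slopes of the AMB libraries are not ranked with it, since they are taken on the AMB-LF response, with an SD of 0.9 against 0.76 with AMB. The tables argue against library size, since AMB-LF replicate 3 had nearly the same total (10971071 against 11445843 counts) and a slope of 0.719, below the 1.4 of the smaller AMB-LF replicate 1. They argue against a few genes that take more of the counts, which would lower all other genes by the same factor, since over the 6842 genes outside its 10 most abundant the log2 difference from AMB-LF replicates 1 and 3 correlated with the AMB response at 0.803. The tests set before, dropping those 10 genes and thinning to the total of AMB-LF replicate 1, left the slope at 1.88, which they could hardly have moved. The correlation of its deviations with the AMB response was 0.929, so a candidate explanation is that this culture was further along the same response, while no biological explanation was tested, since the design gives no condition that parts it from AMB-LF replicates 1 and 3.

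Removing 1 unwanted factor took the genes called with AMB from 3701 to 504. The tables argue against sequencing lane, since 3723 genes were called with lane as a covariate. The largest component of the spread among replicates held 56.8% of it and had an absolute correlation across genes of 0.782 with the AMB response and 0.845 with the AMB-LF response. A candidate explanation is that replicates lay at different places along the response itself, which the factor then removed with it. Why replicates would differ in this way was not tested.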

How the results depend on the processing

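Upper-quartile scaling, on all tested genes or on those of the authors' table, and the comparison of AMB-LF with AMB libraries were chosen only after the data were seen. The other alternatives were set before the data were examined.

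With RLE scaling, with no filter on low counts, with at least 10 counts in every library and with replicate number as a block, the numbers of genes called with AMB and with AMB-LF and of those shared stayed within 1.5 times. With lane as a covariate they did so too, and the correlation of the responses was 0.953. That correlation was 0.905 with no filter and between 0.855 and 0.86 with unwanted factors removed (0.857, 0.855 and 0.86 with 1, 2 and 3). Of the 193 values of named genes, 192 kept their direction and their side of the threshold with RLE scaling, 190 with lane, 183 in DESeq2, 183 with replicate number as a block, 174 with all 12 libraries and 58, 67 and 70 with 1, 2 and 3 unwanted factors. Of 112 list counts, 24 moved by more than 1.5 times with all 12 libraries, 14 with replicate number as a block, 7 with lane, 78 to 80 with unwanted factors, and 6 to 25 when a library was left out, the most without AMB-LF replicate 1.

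The sample titles call each control the matched control of a numbered replicate and name no shared day or batch. Between a treated library and the control of its number, the deviations from the group means correlated at 0.353, 0.379 and 0.007 with AMB and 0.247 and 0.209 with AMB-LF, and between other numbers at −0.471 to 0.309. Each treated library except AMB replicate 3 correlated most with the control of its own number, and since AMB replicate 3 did not, the numbers were not taken as pairs.

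With 1, 2 and 3 unwanted factors removed, 354, 461 and 491 genes rose and 150, 193 and 196 fell with AMB, and 175, 239 and 328 rose and 44, 60 and 88 fell with AMB-LF. Shared genes were then 198, 268 and 353, of which 163, 222 and 294 rose and 35, 46 and 59 fell. 191 and 197 genes rose with AMB alone with 1 and 3 factors, 115, 147 and 137 fell with AMB alone, and 12, 17 and 34 rose and 9, 14 and 29 fell with AMB-LF alone. 3 factors left 1 gene higher in the AMB-LF response and 1 between AMB-LF and AMB libraries. The cause was not tested beyond the correlation of the replicates' spread with the responses, of 0.782.

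At an adjusted p below 0.01, which is a stricter threshold, 1208 genes rose and 1118 fell with AMB and 1240 rose and 983 fell with AMB-LF, 1831 were shared (988 up and 843 down) and 140 fell with AMB-LF alone. With all 12 libraries, 1051 fell with AMB and 968 with both, 91 rose and 83 fell with AMB alone, and 980 rose and 1165 fell with AMB-LF alone. The median standard error with AMB was then 0.18, against 0.13 in the main fit, while the SD of the AMB fold changes was 0.76 in both. The 3 genes that fell with AMB and rose with AMB-LF were 7 with replicate number as a block, 1 with lane as a covariate and 0 with all 12 libraries. With replicate number as a block together with lane, 210 rose with AMB-LF alone, and with only the AMB-LF libraries and their controls in the fit 1141 fell. The cause was not tested for these, apart from the threshold.

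No gene passed for the difference between the responses in edgeR's quasi-likelihood test (146 at an unadjusted p under 0.05), while 7 passed as higher in DESeq2 and 4 in edgeR's likelihood ratio test. The controls at 60 and 50 min held no gene past the quasi-likelihood test (357), 41 in DESeq2, 24 in the likelihood ratio test, 236 with only these groups in the fit, 12 with replicate number as a block, 39, 83 and 59 with 1, 2 and 3 unwanted factors, and 1 with either form of upper-quartile scaling. All groups share an estimate of the spread in the main fit. The chi-square per degree of freedom between AMB-LF replicates 1 and 3 was 208, against 4.48 to 31.5 between replicates of the other groups. Differences between the controls can thus be hidden in that fit, and its count of none is not evidence that the controls were alike. The cause was not tested further.

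When 1 library was left out, AMB raised 1444 to 2050 genes and lowered 1330 to 2055, and AMB-LF raised 1037 to 2061 and lowered 853 to 2042. Shared genes numbered 1839 to 3487 (1003 to 1738 up and 836 to 1749 down), those up and down with AMB alone 164 to 1044 and 154 to 1218, and with AMB-LF alone 33 to 574 and 17 to 588. Genes that fell with AMB and rose with AMB-LF numbered 0 to 4. The correlation was 0.907 to 0.954. For the difference between the responses, 0 to 60 genes were higher and 0 to 7 lower, the most without AMB-LF replicate 3, and for the controls 0 to 23 changed, the most without AMB-LF replicate 1. AMB-LF keeps 1 library when replicate 1 or 3 is left out, and that library is then assumed to vary like the other groups. The cause was not tested.

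Values that changed sign when unwanted factors were removed are given with the number of factors. With AMB these were CNAG_00040 (0.05 with 3), CNAG_00418 (0.13 with 1, 0.36 with 2, 0.44 with 3), CNAG_00529 (0.05 with 2, 0.02 with 3), CNAG_00602 (0.05 with 1, 0.12 with 2, 0.14 with 3), CNAG_00778 (−0.02 with 2), CNAG_01750 (−0.26 with 2), CNAG_02937 (0.06 with 1, 0.07 with 2, 0.22 with 3), CNAG_03600 (−0.11 with 1, −0.05 with 2, −0.17 with 3), CNAG_05640 (0.15 with 1, 0.11 with 2, 0.25 with 3) and CNAG_06443 (0.12 with 1, 0.11 with 2, 0.33 with 3). With AMB-LF these were CNAG_00089 (0.01 with 3), CNAG_00418 (0.09 with 2, 0.12 with 3), CNAG_00602 (0.10 with 2, 0.10 with 3), CNAG_02434 (0.09 with 1, 0.08 with 2, 0.08 with 3), CNAG_03565 (−0.25 with 1, −0.29 with 2, −0.28 with 3), CNAG_03600 (−0.29 with 1, −0.22 with 2, −0.24 with 3), CNAG_03944 (0.72 with 1, 0.64 with 2, 0.67 with 3), CNAG_05640 (0.10 with 1, 0.04 with 2, 0.09 with 3), CNAG_06298 (−1.16 with 1), CNAG_06508 (−0.28 with 1, −0.20 with 2, −0.18 with 3) and CNAG_06543 (0.06 with 3). With all 12 libraries, CNAG_00519 was at 0.06 with AMB-LF, CNAG_00519 was at 0.31 for the difference between the responses and CNAG_07865 was at 0.00 with AMB-LF. FKS1 (CNAG_06508) was at −0.04 with AMB-LF with upper-quartile scaling and at −0.05 on the genes of the authors' table. Where leaving out 1 library changed a sign, the values ran from −0.55 to 0.11 for CNAG_03944 with AMB-LF, −0.51 to 0.15 for the difference of CNAG_05640, −0.14 to 0.10 for CNAG_06106 with AMB, −0.03 to 0.20 for CNAG_06400 with AMB-LF, −0.10 to 0.17 for CNAG_06508 with AMB-LF, −0.16 to 0.03 for CNAG_07353 with AMB and −0.04 to 0.23 for CNAG_07865 with AMB-LF. The cause was not tested.

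Upper-quartile scaling moved the median log2 fold change of all genes by −0.07 with AMB and −0.08 with AMB-LF. At a total of 8218172 counts or more per library, 16% of genes with a log2 change of 0.5 were recovered with AMB, 8% with AMB-LF and 3% for the difference in simulated data. There few genes were changed and every group had the same spread, so these shares may not hold for the data. Small differences between the responses may have been missed. The planned tests of each list, camera and fry, were not run, because the gene names at hand cover a part of the genome. The strict threshold was not applied to named genes, nor were the likelihood ratio test, the other filters, the fit of 2 groups and the block with lane.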

Differences from the paper's values

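No test here was chosen after the result was seen except upper-quartile scaling. No count stated by the paper differed by more than 1.5 times from the value here. At the paper's threshold of an adjusted p of 0.05, 1853 genes rose and 1848 fell with AMB here, against the paper's 1625 and 1957, and 1882 rose and 1760 fell with AMB-LF, against the paper's 1599 and 1860. With upper-quartile scaling on the genes of the authors' table, chosen after seeing the values, the counts were 1620 and 1956 and 1600 and 1866, dropping 9 of the 3582 genes that the authors called with AMB and 6 of the 3459 with AMB-LF. Without that restriction on genes, also chosen after seeing the values, they were 1624 and 1955 and 1610 and 1845, dropping 13 and 23. The sets shared by both treatments hold 1556 genes up and 1505 down here, and about 1400 and about 1600 in Fig. 2A, read by eye. The authors' table of fold changes holds 6843 rows, 32 of them exact repeats, and at the median the log2 fold changes here lie 0.07 above its own with AMB and 0.08 with AMB-LF.

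The gene lists here are not the paper's terms and hold only a part of their genes, so what follows compares directions. Of all 6852 tested genes, 1853 rose and 1848 fell with AMB, and 1882 rose and 1760 fell with AMB-LF. A list count near these shares says nothing particular about its members.

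The paper gives amino acid biosynthesis as induced by AMB. Here 6 of 41 genes rose and 9 fell, and in each setting run for the lists fewer rose than fell. Both shares lay below those of all tested genes. With AMB-LF 5 rose and 14 fell, in the direction the paper gives. The paper gives a fall of iron transport genes with AMB-LF that was not seen with AMB. Here CNAG_05640 fell with both, and with AMB-LF alone with all 12 libraries. Among 8 tested iron genes, 3 fell with AMB-LF and none with AMB with all 12 libraries.

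The paper gives stress granules as induced by AMB-LF, and here 1 of 6 listed genes of stress granules and mRNA decay rose and 3 fell. Without AMB-LF control replicate 2, 1 fell. The list also holds genes of mRNA decay, such as LSM3, which is among those that fell. Its counts are thus not counts of stress granule genes alone. The paper gives glucan and melanin synthesis as induced by AMB-LF, and here FKS1 was at 0.04 and LAC2 at −0.56, and no gene of the cell wall list rose in any setting run for the lists. That list holds only 3 genes, and its remaining gene, CNAG_03465, did not pass with AMB-LF in the main fit. LAC2 no longer passed, at −0.42 to −0.58, without AMB control replicate 2 or AMB-LF control replicate 1 or 2. Whether a term is enriched with 1 treatment and not with the other was not tested here.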

Other observations

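The splits for AMB were chosen only after the result was seen. The other splits and the tests of neighbouring genes and of chromosome copies were set before. The 3 lists given as listed by name were not among the 46 lists set before the data were examined.

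Of 12 genes, listed by name, that make purines and pyrimidines, the building blocks of RNA and DNA, 10 fell with AMB and 9 with AMB-LF (11 with all 12 libraries), and none rose. IMD1 (CNAG_00441), the IMP dehydrogenase that leads to guanine nucleotides, changed by −1.17 ± 0.23 with AMB and −1.40 ± 0.27 with AMB-LF (−1.65 with all 12 libraries), and the amidophosphoribosyltransferase matched to *S. cerevisiae* ADE4 (CNAG_02853) by −0.67 ± 0.15 and −0.96 ± 0.17 (−1.18). The histone H3 variant matched to CSE4 (CNAG_00063), which marks centromeres, changed by −1.28 ± 0.19 and −1.24 ± 0.21 (−1.57), and was the 1 of 3 listed histones that fell with each treatment. Adjusted over the list alone, 11 purine and pyrimidine genes fell with AMB and 10 with AMB-LF, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With all 12 libraries, 4 fell with AMB.

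Of 19 tested genes of sugar transport and storage carbohydrate, 6 rose and 4 fell with AMB and 5 rose and 2 fell with AMB-LF (6 and 4 with all 12 libraries). The trehalase CNAG_03525 rose by 2.45 ± 0.41 with AMB and 2.63 ± 0.44 with AMB-LF (3.41 with all 12 libraries), the trehalase NTH1 (CNAG_03785) by 1.18 ± 0.22 and 1.47 ± 0.24 (1.96) and the synthase TPS1 (CNAG_05292) by 1.08 ± 0.14 and 1.48 ± 0.15 (1.72). Of 4 cation pumps and channels of the plasma membrane, listed by name, 3 rose with each treatment. ENA1 (CNAG_00531), which exports sodium, rose by 1.03 ± 0.11 and 0.96 ± 0.12 (1.11), the potassium transporter matched to *S. cerevisiae* TRK1 (CNAG_02856) by 0.46 ± 0.10 and 0.50 ± 0.11 (0.62) and the plasma membrane ATPase CNAG_03565 by 2.51 ± 0.51 and 2.86 ± 0.55 (3.75), while the proton pump PMA1 (CNAG_06400) was at 0.19 ± 0.15 and 0.08 ± 0.17 (0.19). Of 9 genes of nitrogen and amino acid transport, listed by name, 2 rose and 3 fell with AMB and 2 rose and 2 fell with AMB-LF (2 and 3 with all 12 libraries). The ammonium transporter AMT1 (CNAG_00235) fell with AMB and changed by −1.03 ± 0.20 with AMB-LF (−1.21), and the oligopeptide transporter matched to OPT2 (CNAG_04617) rose by 1.16 ± 0.22 and 1.09 ± 0.24 (1.33). With AMB-LF, CNAG_03525, NTH1, CNAG_03565 and CNAG_04617 were at 1.33, 0.86, 1.12 and 0.53 without AMB-LF replicate 1 and still passed, and PMA1 was at −0.03 without AMB-LF control replicate 1. These counts were the same adjusted over the list alone. With AMB, 2 sugar genes fell without AMB replicate 1, AMB replicate 3 or AMB control replicate 3, and 1 transport gene of nitrogen fell without AMB replicate 2, AMB replicate 3 or AMB control replicate 1. With AMB-LF, 1 transport gene of nitrogen rose without AMB-LF replicate 1, AMB-LF replicate 3 or AMB-LF control replicate 3, and 1 fell without AMB-LF replicate 1 or AMB-LF control replicate 2.

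Of 3 genes of sulfur assimilation, 1 rose with AMB and 1 fell with AMB-LF (2 with all 12 libraries). The sulfite transporter matched to *S. cerevisiae* SSU1 (CNAG_00529) was at −0.26 ± 0.12 with AMB and −0.73 ± 0.14 with AMB-LF (−0.84). Of 6 genes of mRNA splicing, 1 rose and 2 fell with AMB-LF (1 and 3 with all 12 libraries). The cyclin PCL103 (CNAG_03385), the only listed gene of the cell cycle, fell with AMB-LF, at −0.46 ± 0.17 (−0.80), and was at −0.30 ± 0.15 with AMB. The pheromone exporter STE6 (CNAG_03600), the only listed gene of mating, was at 0.45 ± 0.18 with AMB (adjusted p = 0.0534) and 0.38 ± 0.20 with AMB-LF (0.36, adjusted p = 0.131), and passed with AMB when adjusted over the list alone, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Neither GPI anchor gene passed with AMB, nor did the single listed genes of the proteasome, ER protein folding, ER translocation and ER to Golgi transport with AMB-LF, and with AMB-LF the other counts here were the same adjusted over the list alone. The lists for cytosolic ribosomal proteins, the capsule and genes encoded in mitochondria held no gene. PCL103 no longer passed with AMB-LF with RLE scaling, with lane as a covariate or at −0.39 to −0.49 without AMB replicate 2, AMB control replicate 2, AMB-LF replicate 1 or 3 or AMB-LF control replicate 1 or 2, and passed with AMB at −0.47 without AMB replicate 1. STE6 passed with AMB in DESeq2, with lane as a covariate, with replicate number as a block or at 0.45 to 0.57 without AMB control replicate 1 or AMB-LF replicate 1 or 3, and with AMB-LF at 0.61 without AMB-LF replicate 3. CNAG_00529 passed with AMB at −0.35 without AMB control replicate 1. The sulfur gene that rose with AMB no longer passed with all 12 libraries or without AMB replicate 1 or AMB control replicate 2 or 3, and 2 fell with AMB-LF without AMB replicate 1 or AMB-LF replicate 3. With AMB-LF, no splicing gene rose without AMB replicate 2, AMB control replicate 2 or 3, AMB-LF replicate 1 or AMB-LF control replicate 1 or 2, and 1 fell without AMB-LF replicate 1 or AMB-LF control replicate 2.

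Whether genes that lie side by side respond alike was tested within the AMB response. Over 666 adjacent pairs more than 1000 bp apart, the correlation of their log2 fold changes with AMB was 0.0326, within the −0.14 to 0.124 of 1000 shuffles of the gene order (one-sided p of 0.234, permutation test). Extra chromosome copies were looked for in single libraries against the others of their group, which cannot show a copy shared by the whole group. The largest median log2 ratio of any of the 14 chromosomes to the other libraries of the same group was 0.1, for chromosome 7 in AMB-LF replicate 3. The libraries of AMB and its control make 10 splits of 3 against 3, too few for a share under 0.05. The real split called 3701 genes and the highest other 0, so that 1 of the 10 was as large. The same holds for AMB-LF with all 12 libraries, with 4283 genes and a highest other of 0. For the controls at 60 and 50 min the real split called 0 genes and the highest other 0, so that all 10 were as large. The real counts come from fits in which all groups share a spread. Differences between the controls can be hidden there, so this 0 does not show that the controls were alike. A split that mixes treated and control libraries widens the spread within its groups, so a count of 0 for it says little.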
